# Alternative Splicing Changes Promoted by NOVA2 Upregulation in Endothelial Cells and Relevance for Gastric Cancer

**DOI:** 10.3390/ijms24098102

**Published:** 2023-04-30

**Authors:** Anna Di Matteo, Elisa Belloni, Davide Pradella, Anna Maria Chiaravalli, Giacomo Maria Pini, Mattia Bugatti, Roberta Alfieri, Chiara Barzan, Elena Franganillo Tena, Silvia Bione, Elisa Terenzani, Fausto Sessa, Christopher D. R. Wyatt, William Vermi, Claudia Ghigna

**Keywords:** alternative splicing, angiogenesis, tumor vasculature, gastric cancer, cancer biomarkers, RNA binding proteins

## Abstract

Angiogenesis is crucial for cancer progression. While several anti-angiogenic drugs are in use for cancer treatment, their clinical benefits are unsatisfactory. Thus, a deeper understanding of the mechanisms sustaining cancer vessel growth is fundamental to identify novel biomarkers and therapeutic targets. Alternative splicing (AS) is an essential modifier of human proteome diversity. Nevertheless, AS contribution to tumor vasculature development is poorly known. The Neuro-Oncological Ventral Antigen 2 (NOVA2) is a critical AS regulator of angiogenesis and vascular development. NOVA2 is upregulated in tumor endothelial cells (ECs) of different cancers, thus representing a potential driver of tumor blood vessel aberrancies. Here, we identified novel AS transcripts generated upon NOVA2 upregulation in ECs, suggesting a pervasive role of NOVA2 in vascular biology. In addition, we report that NOVA2 is also upregulated in ECs of gastric cancer (GC), and its expression correlates with poor overall survival of GC patients. Finally, we found that the AS of the *Rap Guanine Nucleotide Exchange Factor 6* (*RapGEF6*), a newly identified NOVA2 target, is altered in GC patients and associated with NOVA2 expression, tumor angiogenesis, and poor patient outcome. Our findings provide a better understanding of GC biology and suggest that AS might be exploited to identify novel biomarkers and therapeutics for anti-angiogenic GC treatments.

## 1. Introduction

Angiogenesis, the formation of new blood vessels from pre-existing vessels, is a crucial process for cancer progression and metastasis formation [1]. Consequently, anti-angiogenic treatments have been developed to block oxygen and nutrient supply to tumor cells, thus inducing cancer regression [2]. However, the clinical efficacy of these therapies is so far modest, and the emergence of resistance and compensatory mechanisms is a common event [2]. 

Tumor blood vessels differ in both morphology and functionality when compared with normal vessels [3]. For instance, tumor vessels are disorganized, dilated, tortuous, highly permeable, and characterized by loss of their hierarchy [3]. A better characterization of the molecular alterations sustaining tumor angiogenesis is fundamental to understanding the tumor vasculature’s aberrant phenotypes and implementing the efficacy of anti-angiogenic therapies.

Alternative splicing (AS) is the post-transcriptional mechanism through which a single primary transcript (pre-mRNA) generates multiple mature mRNAs, thus allowing the production of different protein variants from a single gene [4]. AS affects approximately 95% of human coding-protein genes [5,6] and it represents an essential regulator of gene expression, protein activity, and proteome diversity. Mechanistically, AS programs are orchestrated by splicing regulatory factors (SRFs) that interact with negative/positive *cis*-acting RNA motifs located within a regulated exon or in the adjacent introns, resulting in the inhibition/promotion of spliceosome assembly and AS event orchestration [4]. Highly coordinated splicing programs control key cellular processes during development, cell identity, and cell reprogramming or in response to environmental stimuli [7,8]. Therefore, it is not unexpected that AS dysregulation is causally linked to carcinogenesis [9,10,11]. Different SRFs that function as *bona fide* oncoproteins or tumor suppressors are commonly mutated or aberrantly expressed in cancer cells [12,13] resulting in mis-splicing events that affect tumor establishment, progression, and resistance to therapeutic treatments [10,11,14,15]. Given that AS dysregulation acts as an important molecular modifier of oncogenesis, it is considered a hallmark of cancer [10,11,16]. Remarkably, a large fraction of AS isoforms expressed in tumors are cancer-specific and not detectable in healthy tissues [17,18,19,20]. Besides providing an opportunity for early disease detection and patient stratification, cancer-restricted AS variants are also exploitable to develop more effective therapeutic approaches [10,14]. Although the role of aberrant AS regulation in cancer cells is well established [10,11], its effective contribution to the development of tumor vasculature is poorly known, thus limiting the possibility of identifying novel specific targets for anti-angiogenic therapy. NOVA2 is a tissue-restricted SRF that, for a long time, has been considered specific to neural cells of the central nervous system (CNS), where it plays a crucial role in neuronal migration, axon outgrowth, and axon guidance [21]. Recently, our group and others have also detected NOVA2 expression in the ECs of different normal human tissues, where it controls important steps of angiogenesis and vascular morphogenesis [22,23,24,25,26,27]. NOVA2 depletion, or its genetic knockout, in zebrafish prevents proper vascular development and differentiation [22,24]. Interestingly, NOVA2 knockdown in ECs allowed the identification of novel NOVA2-mediated changes in genes with relevant functions in vascular biology and angiogenesis [22,28,29]. Recently, NOVA2 has been reported significantly upregulated in tumor ECs of several cancer types, including ovarian, colorectal, hepatocellular, and head-neck squamous cell cancers. Negligible NOVA2 expression is found in the other cell types within the tumor [27,29,30]. Remarkably, high NOVA2 expression levels correlate with shorter overall survival in ovarian and colorectal cancer patients, and with shorter metastasis and relapse-free survival in colon cancer patients [27,29]. Interestingly, dysregulated NOVA2-mediated AS profiles are associated with the level of tumor vascularization or angiogenesis [27,29]. In addition, NOVA2 expression is induced in ECs under hypoxia, whereas vascular NOVA2 levels have been found to parallel HIF1α levels in colorectal cancer patients [30], uncovering hypoxia as a potential NOVA2 regulatory factor in cancer vasculature. While NOVA2 expression as a possible driver of tumor vascular aberrancies correlated with cancer metastasis and treatment resistance [31] is established, the specific AS events regulated by increased NOVA2 expression levels in ECs have not been identified yet.

## 2. Results

### 2.1. NOVA2 Overexpression Affects Several Splicing Switches in Angiogenesis Regulators 

To unveil the molecular pathways affected by NOVA2 upregulation, RNA-seq analysis was performed to compare the transcriptome of mouse ECs overexpressing NOVA2 and control mouse ECs (empty vector ECs) (Figure 1A). 

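RNA-seq libraries were prepared from duplicates of control mouse ECs, which carried the empty HA vector, and of mouse ECs that stably overexpressed HA-tagged human NOVA2. Each group had 2 libraries. The paper does not state whether the duplicates were grown as separate cultures. The authors aligned the reads to the mm9 assembly with vast-tools, which counts the reads that include or exclude an exon, an intron or a splice site and gives the included part as a percent (PSI). The deposited table lists 1075 AS events in 869 genes, with the PSI of each event in every library and the reads behind it. It holds only events that had passed a rule on the replicates, and the closest pair of libraries from different groups was 5.01 PSI points apart in the tightest of these events. The median event was covered by 49 and 60 reads in control replicates 1 and 2, and by 77.6 and 73 reads in NOVA2-overexpressing replicates 1 and 2. The replicates of a group differed by a median of 2.15 PSI points in control ECs and 2.17 points in NOVA2-overexpressing ECs. The dPSI was taken as the mean PSI of the 2 NOVA2-overexpressing libraries minus the mean PSI of the 2 control libraries, and differed from the dPSI in the authors' deposited table by at most 0.0100 points. With 2 libraries in each group, an exact permutation test of a single event cannot give a two-sided p below 0.333. The test chosen in advance, limma on the log2 ratio of inclusion to exclusion reads with a pseudocount of 0.5, gave a Benjamini-Hochberg adjusted p under 0.05 for 954 of the 1075 events, 568 with higher and 386 with lower PSI in NOVA2-overexpressing ECs. That count carries little information, because the listed events had already been chosen for a gap between every library of one group and every library of the other. Simulated events without any change that passed the same rule received an adjusted p under 0.05 from limma in 93.5% of cases, averaged over 20 simulated sets. Fisher's exact test on the reads summed over the libraries of each group is affected less, and its two-sided p, adjusted by Benjamini-Hochberg over the 1075 events, is the one given for single events, a choice made after seeing the data. Judged as limma was, by an adjusted p under 0.05 within each simulated set, Fisher's exact test called 0.0930% of cases on average. Those sets hold only unchanged events, so the cutoff of the deposited table was applied to them too. Calls of Fisher's exact test in the deposited table reached up to an unadjusted p of 0.0275. At or below that value lay 22.7% of the simulated unchanged events in the same test. The share was 33.4% where each of 905 deposited events, those that passed in at least 10 of 2000 simulations, was counted once. The adjusted p of Fisher's exact test is therefore not a false discovery rate after such a rule. Fisher's exact test compares these libraries and not the conditions, since it does not include the variation between cultures. It gave an adjusted p under 0.05 for 602 of the 1075 events. Among the alternatives, quasi-binomial regression per event moved the count most, to 6 events. With limma's variance kept at or above the sampling variance, an alternative chosen after seeing the data, the balance of directions turned to 15 higher and 64 lower events. The deposited alternative splice sites, 119 Alt3 and 96 Alt5 events, are listed only with a higher PSI and add to limma's higher side. Deposited cassette exons were 205 higher and 344 lower, and retained introns 245 higher and 66 lower. The turn was not split by class. Intervals given for a PSI are 95% Wilson intervals of the read counts and cover counting error only. The expression of NOVA2 itself is not analysed here.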

We identified 571 NOVA2-regulated AS events, in which the “cassette exon” modality—meaning that an alternative exon may be retained or skipped from the mature mRNA—was the most represented mechanism (291/571; 51%) (Table S1, sheet A and Figure S1A,B). 

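The 571 events with an absolute dPSI of at least 10 lay in 489 genes as the deposited table names them, and 59 of these genes had more than 1 event. The PSI was higher in NOVA2-overexpressing ECs for 355 events and lower for 216. Of those with higher PSI, 125 were Alt3 or Alt5 events, none of which is listed with a lower PSI, and without these classes 230 were higher and 216 lower. The median absolute dPSI was 13.2 points. The strength of the evidence behind an event followed its read coverage. For 168 events at least 1 library had the lowest vast-tools coverage score (VLOW), and 59 of these had an adjusted p under 0.05 in Fisher's exact test. The lowest score was LOW for 91 events, of which 45 passed, and OK for 182 events, of which 142 passed. All 130 events with the score SOK in every library passed. Over all classes, 376 of the 571 events passed, or 65.8%. Sampling noise alone can carry an event past the rule at low coverage. In binomial simulations with the reads of each event and no change between the groups, events with a VLOW library passed the replicate rule and reached an absolute dPSI of 10 in 7.10% of draws, and events with SOK in every library in 0.152%. Cassette exons were the best covered class, with a median of 62 reads in the library with the fewest, against 28.2 for retained introns, 37 for Alt5 and 24 for Alt3 events. Fisher's exact test passed 236 cassette exons, 81 retained introns, 32 Alt3 and 27 Alt5 events. Restricted to events scored OK or better in all 4 libraries, 312 events remained and the share of cassette exons was 62.2%.

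**Figure D1:**
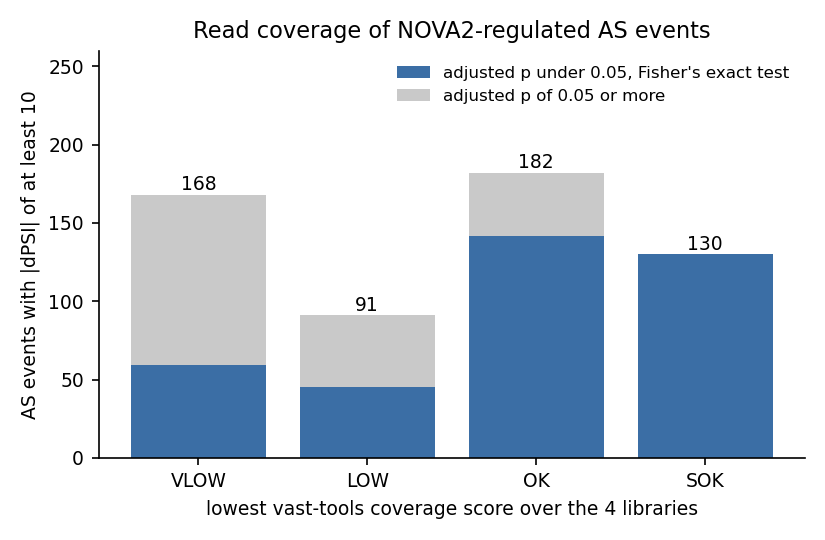
AS events with an absolute dPSI of at least 10 (vertical axis, number of events) by the lowest vast-tools coverage score over the 4 libraries (horizontal axis). The blue part of each bar counts events with an adjusted p under 0.05 in Fisher's exact test, which rises from 59 of 168 events at VLOW to all 130 events at SOK.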

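The paper's list of events shared with its data set of NOVA2-depleted ECs (Table S1) names 65 events, and all of them were found by their coordinates among the deposited events of the overexpression experiment. The depletion libraries are not analysed here. In the overexpression libraries, 63 of the shared events had an absolute dPSI of at least 10. The other 2, named after their values were seen, were an intron of Sh3pxd2a with a dPSI of 7.50 points and an exon of Abca4 whose PSI fell by 7.80 points. By class, the shared events were 39 cassette exons, 22 retained introns, 2 Alt3 and 2 Alt5 events. The PSI was higher with NOVA2 overexpression for 41 of them and lower for 24. Set against the direction that the paper lists for the depletion, 45 of the 65 moved the opposite way, among them 30 cassette exons, 12 retained introns and 3 alternative splice sites, and 20 moved the same way. Shared events past the threshold changed about as much as the rest, with a median absolute dPSI of 14.5 points against 13.2 for the 508 events that were not shared. Over all 65 shared events, 47 had a Fisher's exact p under 0.05 when adjusted over the list alone and 45 when adjusted over all deposited events, where the first is not independent evidence because the list was drawn from these libraries. Among those past the threshold, Fisher's exact test passed 44 of 63 shared and 332 of 508 other events, a difference within chance (two-sided Fisher's exact test, p = 0.573). The largest dPSI of either sign among the shared events was in an exon of Lrch3 of 108 nt on chromosome 16 (mm9, 32995892 to 32995999). Its PSI was 84.6% ± 0.516 (SD, n = 2) in control ECs and 53.9% ± 4.84 (SD, n = 2) in NOVA2-overexpressing ECs, from 182 to 238 reads per library (adjusted p = 4.65e-20, Fisher's exact test).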

By comparing these results with the AS events affected in NOVA2-depleted versus control ECs [29], we found a significant overlap (*p* value = 7.6 × 10^−5^ and again, most events reciprocally regulated were cassette exons (Figure S1C, Table S1, sheet B), thus expanding the list of NOVA2-regulated AS events in ECs [22,29].

Next, we performed a gene ontology (GO) analysis to identify which GO terms were significantly enriched in the AS events modulated by NOVA2 overexpression in ECs by using the MSigDB (https://www.gsea-msigdb.org/gsea/msigdb/; accessed on 19 April 2023; Mouse MsigDB v2023.1; San Diego, California) [32,33]. 

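For GO terms on the cytoskeleton, adhesion, the leading edge and GTPases, the genes that the paper's Table S2 lists under each term were matched by symbol to the deposited events with an absolute dPSI of at least 10. Under cytoskeleton organization there were 84 events in 68 genes, 47 with higher and 37 with lower PSI in NOVA2-overexpressing ECs, and 60 of them had an adjusted p under 0.05 in Fisher's exact test. Under cell adhesion molecule binding, 22 of 24 events in 21 genes passed that test, and under cell leading edge 23 of 28 events in 23 genes. Genes of GTPase binding held 15 events with lower and 8 with higher PSI, and those of guanyl nucleotide exchange factor activity 11 lower and 6 higher. Of these, 18 and 11 passed Fisher's exact test. The median absolute dPSI ranged from 13.2 points for cell adhesion molecule binding to 15.8 points for guanyl nucleotide exchange factor activity. Among the events with the largest shifts, an exon of Phldb2 of 120 nt on chromosome 16 (mm9, 45775081 to 45775200) had a PSI of 85.6% ± 0.983 (SD, n = 2) in control ECs and 60.5% ± 1.62 (SD, n = 2) in NOVA2-overexpressing ECs, with 770 to 1034 reads per library. In Fmnl2, the PSI of an exon of 47 nt fell by 18.8 points from 86.4% ± 1.29 (SD, n = 2). Ptprm moved the other way, from 20.2% ± 0.919 (SD, n = 2) in control ECs to 43.4% ± 8.13 (SD, n = 2) in NOVA2-overexpressing ECs for an exon of 51 nt. A microexon of 3 nt in Cyth1, an exchange factor gene, fell by 20.1 points. Over these 4 genes the adjusted p from Fisher's exact test lay between 2.56e-65 for Phldb2 and 2.71e-04 for Ptprm.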

Consistent with the phenotype observed in NOVA2-depleted ECs [22], GO analysis found a significant enrichment for genes involved in cytoskeleton dynamics, cell adhesion, cell polarity, motility, and GTPase function (Figure S1D and Table S2), activities that are fundamental in several steps of angiogenesis [34]. Interestingly, we also found additional GO terms related to DNA repair, metabolic processes, cell cycle, autophagy, and organelle assembly, thus suggesting that NOVA2 may have a pleiotropic role in the endothelium (Table S2).

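In the genes listed under DNA repair, 29 events had an absolute dPSI of at least 10, 19 higher and 10 lower, and 21 of them passed Fisher's exact test on the reads. Cell cycle genes held 69 events, 46 higher and 23 lower, of which 49 passed. For organelle assembly 44 of 53 events passed, and 14 had a VLOW library. An exon of Brca1, 1766 nt long on chromosome 11 (mm9, 101385860 to 101387625), rose from 66.3% ± 3.72 (SD, n = 2) in control ECs to 86.2% ± 3.05 (SD, n = 2) in NOVA2-overexpressing ECs (adjusted p = 6.41e-06, Fisher's exact test). It had 76 to 129 reads per library but the score VLOW in at least 1 library. In Zfyve26, an exon of 183 nt fell by 22.0 points, and its replicates in NOVA2-overexpressing ECs differed by an SD of 9.53 points. The largest shifts in these terms rested on few reads. An Alt5 site of Pbrm1 rose by 26.4 points, with an SD of 16.2 points between the control replicates and 36 to 54 reads per library. For an Alt3 site of Cep152, which rose by 25.5 points from 20 to 41 reads per library, simulated events without a change passed the replicate rule and an absolute dPSI of 10 in 15.3% of draws, and for a retained intron of Mtap4, which rose by 24.4 points, in 11.9%. An exon of Ccdc136 fell by 25.1 points from 97.1% ± 4.04 (SD, n = 2), with an adjusted p of 1.89e-04 in Fisher's exact test. From the range of these terms, the paper proposes that NOVA2 may have a pleiotropic role in the endothelium.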

Considering MSigDB pathway collection, we also found that AS events altered by NOVA2 overexpression in ECs are related to signaling cascades mediated by growth factors and their receptors, including the Epidermal Growth Factor Receptor (EGFR) (Table S2). 

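Of the 13 genes that the paper counts in the EGFR signaling pathway, 6 could be read from the table used here, so the values cover part of the term. They held 6 events with an absolute dPSI of at least 10, 4 higher and 2 lower, and 5 passed Fisher's exact test on the reads. The largest shift was in an exon of Epn1 of 75 nt on chromosome 7 (mm9, 5044914 to 5044988), with 1194 to 1713 reads per library. Its PSI was 89.8% ± 0.0919 (SD, n = 2) in control ECs and 69.3% ± 1.63 (SD, n = 2) in NOVA2-overexpressing ECs (adjusted p = 5.28e-86, Fisher's exact test). In Sh3gl3, an exon of 73 nt was included in 86.8% ± 5.22 (SD, n = 2) of reads in control ECs and in every read of the 2 NOVA2-overexpressing libraries, whose depth allows up to 5.26% and 4.55% exclusion. An Alt3 site of Synj1 rose by 14.0 points, from 2.23% ± 3.16 (SD, n = 2), on 23 to 47 reads per library.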

Notably, EGF plays crucial roles in tumor angiogenesis thanks to its ability to generate a favorable environment for the development of cancer vasculature [35]. Accordingly, EGFR is also one target of anti-angiogenic or tumor vasculature normalization approaches [36].

Collectively, our RNA-seq data suggest the existence of an intricate NOVA2-mediated AS decision network, which is involved in modulating critical aspects of EC biology as well as in molecular pathways related to tumor angiogenesis and cancer progression.

To validate our RNA-seq results, we analyzed the AS profile of several newly identified NOVA2-regulated AS events selected for their involvement in EC biology in physiological or pathological conditions (Table 1). 

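All 7 selected events were among those with an absolute dPSI of at least 10. That both libraries of a group lie apart from both of the other follows from the rule by which the deposited events were chosen, and is no test of them. In Myo5a, the exon of 81 nt on chromosome 9 (mm9, 75040191 to 75040271) had a PSI of 93.9% ± 2.60 (SD, n = 2) in control ECs and 71.1% ± 0.912 (SD, n = 2) in NOVA2-overexpressing ECs, from 453 to 599 reads per library (adjusted p = 1.26e-43, Fisher's exact test). The exon of Arhgef12 on the same chromosome (42848623 to 42848679, 57 nt) fell from 62.1% ± 0.622 to 44.8% ± 1.24 (SD, n = 2), with an adjusted p of 1.52e-08 in the same exact test. The longest of the exons, 195 nt in Mtss1 on chromosome 15 (58778881 to 58779075), fell from 58.7% ± 1.99 to 40.3% ± 4.00 (SD, n = 2). Sorbs2, on chromosome 8 (46870623 to 46870679, 57 nt), went from 35.8% ± 2.76 to 20.3% ± 0.643 (SD, n = 2). Sgce, on chromosome 6 (4640469 to 4640495, 27 nt), had the smallest shift of the selected events and fell by 13.2 points from 89.5% ± 2.47 (SD, n = 2). Each of these exons lies in coding sequence in the annotation used here. The event in Pdlim5, on chromosome 3, is a choice between 2 acceptor sites, at 141975505 and at 141975178. The deposited PSI is that of the distal site, and it rose from 18.3% ± 5.35 to 41.9% ± 3.05 (SD, n = 2). On the scale of the proximal site, which gives the longer exon, use fell from 81.7% to 58.1%. Rapgef6 had the fewest reads, 59 to 113 per library, and the PSI of its exon rose by 17.8 points. Its 95% Wilson intervals ran from 4.74% to 20.5% in control replicate 1 and from 17.2% to 33.2% in NOVA2-overexpressing replicate 1 and thus overlapped, while Fisher's exact test on the summed reads gave an adjusted p of 4.71e-05. With each replicate left out in turn, the dPSI of Rapgef6 ranged from 13.7 to 21.9 points and that of Pdlim5 from 19.8 to 27.4. The adjusted p of the selected events from limma lay between 0.00240 and 0.0136. Quasi-binomial regression, which estimates the spread of each event from its 4 libraries alone, gave adjusted p values between 0.0671 and 0.118 for the selected events, above 0.05 in all of them. Adjusted over the list alone, all 7 had a quasi-binomial p under 0.05, the highest being 0.0483, and all 7 passed Fisher's exact test both ways. The events were selected on these libraries, so the list alone is not independent evidence.

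**Figure D2:**
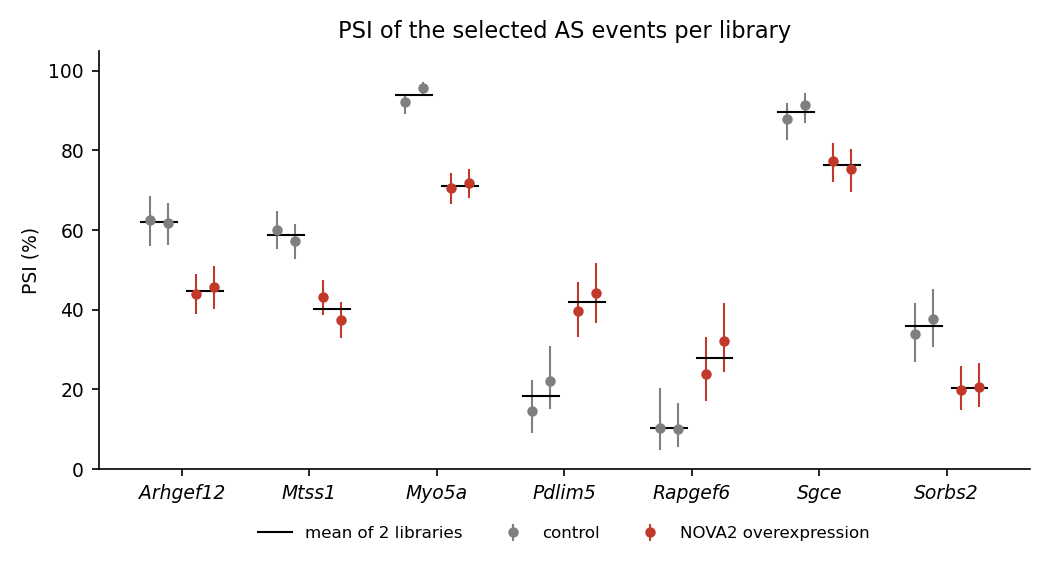
PSI (vertical axis, percent) of the 7 selected AS events in each of the 4 libraries, with control ECs in grey and NOVA2-overexpressing ECs in red. Points are single libraries, bars their 95% Wilson intervals and black lines group means, and Pdlim5 is on the scale of the distal site. The largest distance between group means is that of Pdlim5, from 18.3% to 41.9%.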

By performing RT-PCR of RNA extracted from NOVA2-overexpressing ECs compared to empty vector control ECs, we successfully validated the AS profile of all the selected transcripts (Figure 1B). 

Consistently, the AS of these transcripts was affected in the opposite direction by Nova2 depletion in ECs (Figure S2). By performing bioinformatic analysis with RBPmap (http://rbpmap.technion.ac.il accessed on 19 April 2023) [71] for all these genes, we identified putative NOVA2 binding sites (YCAY motifs) [72] located either in the AS exon or within the flanking intronic sequences (Figure 1B, Figures S2B and S3). 

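The mm9 sequence around the selected events was searched for every YCAY tetramer, overlapping ones included, in the windows that Figure S3 describes. This search counts motifs and uses no conservation or clustering score, so it is broader than RBPmap. In the 200 nt before the exon, Arhgef12 had 10 YCAY motifs, Myo5a and Sgce 8 each, and Sorbs2 7, while Mtss1 had 4. The Mtss1 exon itself held 8 motifs in 195 nt. The exons of Myo5a and Sorbs2 held 1 each, and those of Arhgef12, Sgce and Rapgef6 none. In the 200 nt after the exon there were 6 motifs for Sgce, 3 each for Myo5a and Sorbs2, 2 for Arhgef12 and none for Mtss1. In Pdlim5, the part between the acceptor sites, 327 nt long and present only when the proximal site is used, held 21 motifs, against 2 in the 200 nt upstream of it. Rapgef6, the only one of the selected cassette exons with higher inclusion, had 3 motifs in the 200 nt before the exon and 1 in the 200 nt after it. The last 200 nt of the downstream intron held 7 motifs for Rapgef6, 5 for Arhgef12, 4 for Myo5a, 3 for Sorbs2 and 2 each for Mtss1 and Sgce.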

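The same count was extended from the selected events to the cassette exons with an absolute dPSI of at least 10, using the last 200 nt of the upstream intron, the exon and the first 200 nt of the downstream intron. YGAY served as a control motif of the same form. Upstream, exons with lower PSI in NOVA2-overexpressing ECs had a mean of 2.39 YCAY per 100 nt (n = 176) and exons with higher PSI 1.50 (n = 104). None of the 100000 permutations of the direction labels gave a difference as large (two-sided permutation test, p = 1e-05, the smallest these permutations can give, and 6e-05 after Benjamini-Hochberg adjustment over the 6 comparisons). Within the exon, the means were 2.37 for lower and 1.48 for higher PSI (adjusted permutation p = 2.40e-04). Downstream the order was the opposite, with 1.64 for lower and 2.01 for higher PSI (adjusted permutation p = 0.0373). The adjusted permutation p of the downstream difference was 0.0776 with windows of 100 nt, 0.111 at a dPSI threshold of 5 points, and 0.0535 for the exons that passed Fisher's exact test, a restriction chosen after seeing the data. That of the upstream difference stayed under 0.05 in each of these settings. No difference in YGAY was detected between the directions in any window, with adjusted permutation p values from 0.276 to 0.957. Exons of 1 gene were counted as separate exons in these tests.

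**Figure D3:**
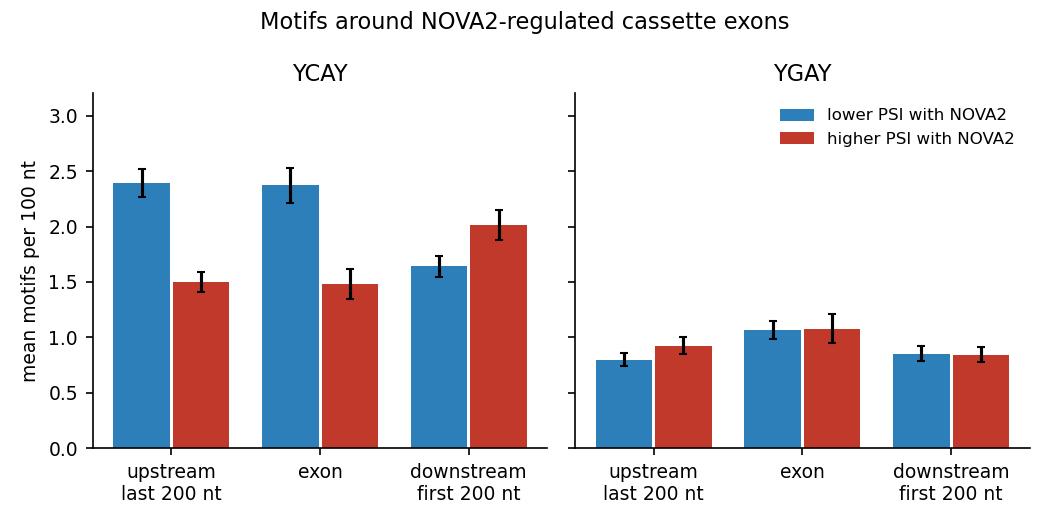
Mean number of YCAY (left) and YGAY (right) motifs per 100 nt (vertical axis) in the intron upstream of, within and downstream of cassette exons with an absolute dPSI of at least 10 (horizontal axis), with SEM over exons. YCAY was denser upstream of exons with lower PSI (blue, 2.39) than of exons with higher PSI (red, 1.50), and denser downstream of the latter (2.01 against 1.64).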

In line with the possibility that NOVA2 directly regulates their AS patterns, the position of the putative NOVA2 binding sites and the type of AS event observed upon NOVA2 modulation were consistent with the known ability of NOVA2 to induce exon skipping when bound to exonic or upstream intronic YCAY motifs, while promoting exon inclusion when interacting with downstream clusters [72]. Importantly, the presence of putative NOVA2 binding sites and NOVA2-mediated AS regulation for all selected transcripts were conserved in human ECs (Figure 2 and Figure S4).

### 2.2. Vascular NOVA2 Expression Is Associated with Poor Prognosis in Gastric Cancer 

By using MSigDB and Enrichr (http://amp.pharm.mssm.edu/Enrichr/, accessed on 19 April 2023) [32,33,73,74], we searched for cancer terms uncovered by our newly identified NOVA2-mediated AS events (Table S1, sheet A). 

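Table S3 lists 17 of the regulated genes in a set of genes that differ in expression between untreated AGS cells, a gastric adenocarcinoma line, and those given Helicobacter pylori lipopolysaccharide, and 16 of them could be matched to deposited events with an absolute dPSI of at least 10. These 16 events were 9 with higher and 7 with lower PSI in NOVA2-overexpressing ECs, and 10 passed Fisher's exact test on the reads. The largest shift was in an exon of Adamts10 of 146 nt on chromosome 17 (mm9, 33680581 to 33680726), with a PSI of 90.9% ± 1.58 (SD, n = 2) in control ECs and 67.2% ± 1.40 (SD, n = 2) in NOVA2-overexpressing ECs (adjusted p = 2.16e-08, Fisher's exact test). An exon of Tep1 fell by 17.8 points from 88.5% ± 8.94 (SD, n = 2). For the Enrichr term on gastric adenocarcinoma and proximal polyposis of the stomach, all 19 listed genes were matched and held 21 events, 15 higher and 6 lower, of which 17 passed. The largest of these shifts, in an Alt3 site of Pcdh9, was a rise of 28.5 points on 22 to 42 reads per library, and simulated events without a change at that depth passed the same thresholds in 14.8% of draws. An exon of Myo9a of 57 nt rose by 21.5 points, with an SD of 9.33 points between the control replicates and an adjusted p of 0.0428 in Fisher's exact test. The libraries are from mouse ECs, and both terms were built from human gene symbols.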

We found a statistically significant enrichment for terms related to gastric cancer (GC) and Helicobacter pylori, a crucial player for GC pathogenesis [75] (Table S3). Angiogenesis represents a key step in the progression of GC, and anti-angiogenic agents have been used for its treatment [76]. However, these strategies have shown modest therapeutic effects thus far [77,78,79]. Consequently, there is a growing interest in the discovery of new therapeutics targeting tumor vasculature in GC.

Using *The Cancer Genome Atlas* (TCGA-STAD, Stomach Adenocarcinoma project) (http://gdac.broadinstitute.org accessed on 19 April 2023) [80] and Oncomine microarray GC datasets (www.oncomine.org accessed on 19 April 2023) [81], we found significantly elevated *NOVA2* expression in GC compared to the normal counterpart (Figure 3A,B and Table S4). Moreover, high *NOVA2* expression was significantly associated with poor overall survival in GC patients (Figure 3C,D). In the TCGA-STAD dataset, we found a statistically significant correlation between *NOVA2* expression, tumor size (according to the TNM classification of malignant tumors), and different GC histotypes (Figure S5A). In particular, high *NOVA2* expression is more frequently observed in the invasive diffuse-type adenocarcinomas (*p* = 0.0132) (Figure S5B). We did not find a significant difference in GC stages according to *NOVA2* expression considering all the different GC histotypes (Figure S5C). Stage I intestinal tumors are significantly (*p* = 0.0222) associated with low *NOVA2* expression levels (Figure S5D). Additionally, high *NOVA2* expression is more frequently observed in the most advanced grade 3 GC (chi-square 9.08; *p* = 0.0107) (Figure S5E). Notably, we also observed an enrichment of the microsatellite unstable (MSI) subtype in *NOVA2*-low-expressing GC samples (*p* < 0.0001). In contrast, an increased frequency of genomically stable (GS) subtypes correlates with high *NOVA2* levels (*p* < 0.0001) (Figure S5F). 

We found that *NOVA2* expression is significantly correlated to that of *Collagen type IV Alpha 1 Chain* (*COL4A1*)*,* a poor prognosis angiogenic marker for GC (Figure 4A) [82,83], raising the possibility that NOVA2 was selectively overexpressed in tumor ECs. To test this, we performed NOVA2 immunohistochemistry (IHC) analysis in a cohort of 27 GC patients. Intriguingly, NOVA2 expression was restricted to the nuclei of ECs (Figure 4B). Linear regression analysis showed a statistically significant correlation between the expression levels of NOVA2 and ETS-related gene (ERG) (R^2^ = 0.5845, *p* < 0.001), a specific EC marker [84]. 

The vessel-restricted expression of NOVA2 was confirmed in an independent cohort of GC patients (Figure S6A–D). Importantly, the percentage of NOVA2-positive ECs on the total of ECs stained with CD31 marker was higher in tumor sections compared with the adjacent normal tissues (Figure S6D and Table S5). At the protein level, high NOVA2 expression showed a trend in association with the presence of lymph node metastases (chi-square 3.28; *p* = 0.07). The association becomes statistically significant considering only the intestinal-type GCs (chi-square 5.13; *p* = 0.024). High NOVA2 expression was present in 70% of node-positive cases, compared with 14% of node-negative ones (chi-square 4.23; *p* < 0.05). In diffuse-type GCs, all cases showed the presence of lymph node metastases, and high NOVA2 was observed in 55.6% of cases (Table 2). In addition, high NOVA2 expression was more frequent in disease stage III (61%) than in stages I and II (33%) and in mismatch repair (MMR)-proficient cases (57%) than in MMR-defective cases (33%). 

With a follow-up of 20 years, in addition to lymph node metastases and diffuse histotype (not shown), high NOVA2 expression was found significantly associated with cancer-related death (log-rank chi-square 7.24; *p* = 0.007; Figure 4C). Both diffuse histotype and high NOVA2 expression were also proven to be unfavorable independent prognostic factors in multivariate Cox regression analysis (Table 3).

### 2.3. Alternative Splicing of RapGEF6 in Gastric Cancer Patients 

Based on our novel findings in GC, we validated the clinical relevance of the NOVA2-mediated AS in this cancer type. Among the novel NOVA2 targets discovered following its overexpression in ECs (Figure 1B), *RapGEF6* (also known as *PDZ-GEF2*) was identified. 

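Rapgef6 (ENSMUSG00000037533.10 in the annotation) lies on the plus strand of chromosome 11 of mm9 from 54336349 to 54512787, and the regulated exon from 54485157 to 54485180. The annotation places this exon of 24 nt in the coding sequence of 4 transcripts. Its sequence is GAAGAAGAGGTGGCGGAGTCTGGG, preceded by AG and followed by GT in the introns. In the RNA-seq libraries, its PSI was 10.4% and 9.99% in control replicates 1 and 2, and 23.9% and 32.2% in NOVA2-overexpressing replicates 1 and 2. The reads behind these values are given after the mappability correction of vast-tools. Control replicate 1 had 6.16 inclusion and 52.8 exclusion reads, and control replicate 2 had 11.3 and 101.7. NOVA2-overexpressing replicate 1 had 25.6 inclusion and 81.4 exclusion reads, and NOVA2-overexpressing replicate 2 had 35.7 and 75.3.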

*RapGEF6* is highly expressed in retinal ECs [85] and plays crucial functions in ECs [61]. RapGEF6 is a member of the guanine nucleotide exchange factor (GEF) family, able to activate small GTPases, including the angiogenesis regulator Rap1 [65,86].

We found that NOVA2 promotes the inclusion of exon 21A (of 24 nt) in the *RapGEF6* mRNA, both in mouse and human ECs (Figure 1B,C). By using the PFAM database (https://pfam.xfam.org/ accessed on 19 April 2023) [87] and the DoChaP web server (https://dochap.bgu.ac.il/ accessed on 19 April 2023) [88], we found that *RapGEF6* exon 21A encodes for a disordered region adjacent to the RasGEF domain (Figure 5A). Interestingly, it has been reported that exon 21A is important for the establishment of tissue-dependent protein–protein interaction networks [64]. Notably, exon 21A inclusion in the mature mRNA generates a RapGEF6 protein isoform with a reduced ability to interact with Rap1 [64], raising the possibility that NOVA2-mediated AS of *RapGEF6* could be responsible for differential Rap1 activity regulation in a spatial- or temporal-specific manner.

Given the importance of *RapGEF6* exon 21A splicing regulation in EC biology, we further investigated *RapGEF6* exon 21A expression levels in the TCGA-STAD dataset.

Using TSVdb, a web tool allowing for the comparison of isoform expression among clinical subgroups (http://tsvdb.com/index.html accessed on 19 April 2023) [89], we found that *RapGEF6* exon 21A is upregulated in TCGA-STAD tumor samples compared with normal ones (Figure 5B and Table S6). Moreover, a positive and statistically significant correlation was observed between *NOVA2* and *RapGEF6* exon 21A expression levels in primary tumor samples (Figure 5C and Table S6). Tumors with higher size/extension (T2, T3, T4 according to the TNM classification of malignant tumors) show higher levels of *RapGEF6* exon 21A compared with smaller ones (T1, T1a, T1b) (Figure 5D and Table S5). Furthermore, *RapGEF6* exon 21A expression recapitulates *NOVA2* in the TCGA-STAD histotype. *RapGEF6* exon 21A was more expressed in invasive diffuse-type adenocarcinomas, where *NOVA2* levels were higher compared with other histotypes (Figure 5E and Table S6). Importantly, cancer patients with high *RapGEF6* exon 21A expression show shorter overall survival compared with patients displaying low or medium *RapGEF6* exon 21A expression (Figure 5F and Table S6). In addition, as with NOVA2 (Figure 5G and Table S6), a consistent positive correlation was found between *RapGEF6* exon 21A expression and an established GC angiogenesis signature (Figure 5H and Table S6). 

## 3. Discussion

Gastric cancer (GC), the third leading cause of cancer-related deaths worldwide [90], is strongly dependent on angiogenesis. Anti-angiogenic therapies are currently used for GC treatment in clinical settings [77]. We found that the AS factor NOVA2 is overexpressed in ECs of GC with a significant prognostic value. Indeed, high NOVA2 levels correlate with poor overall survival of GC patients and with the presence of lymph node metastases. Aberrant NOVA2 overexpression could lead to splicing errors generating protein variants involved in the development of the cancer vasculature. To identify AS changes mediated by increased NOVA2 expression in the endothelium, we compared the transcriptome of ECs stably overexpressing NOVA2 versus control ECs. This allowed us to comprehensively identify novel AS events promoted by NOVA2 upregulation. The novel NOVA2-mediated AS changes we identified not only expand the list of previously known NOVA2 targets, but also uncover further functional implications of NOVA2 in ECs. Indeed, in addition to transcripts encoding for factors involved in apical–basal polarity, actin polymerization dynamics and cytoskeletal remodeling, we found that NOVA2 upregulation alters the AS profile of transcripts encoding for factors related to DNA repair, metabolic processes, the cell cycle, autophagy, and organelle assembly. Moreover, enrichment pathway analysis of the AS events altered by NOVA2 overexpression in ECs also showed possible NOVA2 involvement in signaling cascades mediated by growth factors and their receptors, including the EGFR (Table S3). EGFR is overexpressed in a significant fraction (27%–64%) of gastric tumors [91,92], where its oncogenic role has been well-characterized [93]. Notably, EGFR inhibition has been tested in clinical studies [93] and evaluated to enhance the efficacy of anti-cancer drugs by normalizing the tumor vasculature [36]. However, our results suggest that anti-cancer strategies targeting EGFR signaling in cancer vasculature should take into account the expression of NOVA2-mediated AS isoforms in tumor ECs as potential mechanisms of resistance.

Based on the essential role played by small GTPases (and their regulators) during angiogenesis, including the maintenance of endothelial integrity, as well as in cancer progression and metastasis [86,94,95], we focused our attention on the newly identified NOVA2 target *RapGEF6. RapGEF6* encodes for a member of the guanine nucleotide exchange factor (GEF) family. *RapGEF6* is highly expressed in the retinal ECs [85], whereas its depletion affects the organization of the cell–cell contacts, with the formation of irregular membrane invaginations [61].

RapGEF6 is an upstream activator of Rap1, which, similarly to NOVA2, modulates the organization of adherens junctions, the acquisition of cell polarity, and the formation of a correct vascular lumen [86,96]. Rap1-defective signaling is associated with cerebral cavernous malformations (CCMs), which are vascular abnormalities within the CNS characterized by the presence of defective small blood vessels with thin walls [86,96]. This type of morphology, with a severely altered lumen, is somehow reminiscent of the morphology of the tumor vasculature in which NOVA2 expression is increased. 

Interestingly, constitutive activation of Rap1 is also involved in cancer progression, while its inhibition counteracts carcinogenesis, metastasis, and chemoresistance [97].

We found that high NOVA2 promotes the inclusion of *RapGEF6* exon 21A in the mature mRNA, generating a protein variant previously shown to have a reduced ability to interact with Rap1 [64]. This alternatively spliced exon encodes for a disordered region adjacent to the RasGEF domain of the RapGEF6 protein.

Tissue-specific AS exons frequently encode for sequences predicted to be highly disordered [64]. In addition, proteins containing tissue-regulated AS exons that overlap with intrinsically disordered regions (IDRs) are involved in significantly more protein–protein interaction networks compared with other proteins [64]. Our findings raise the possibility that the NOVA2-mediated AS regulation of *RapGEF6* could promote or disrupt partner interactions, thus leading to differential modulation of Rap1 activity in a spatial- or temporal-specific manner.

We also found that in GC patients there is a positive and statistically significant correlation between the AS pattern of *RapGEF6* exon 21A and *NOVA2* expression levels. As with NOVA2, high *RapGEF6* exon 21A expression is associated with a previously described angiogenic signature and reduced overall survival of GC patients. Collectively, our data are in line with the possibility that the NOVA2/RapGEF6 circuit in tumor ECs contributes to the phenotypical and functional vascular aberrancies observed in GC patients. However, the elucidation of the NOVA2/RapGEF6 circuit’s functional role in tumor vasculature requires further studies. Nevertheless, our findings contribute to improving the current understanding of GC biology and to highlight the importance of a poorly understood aspect of gene expression regulation (such as AS) in the context of GC vasculature, offering opportunities for the discovery of novel biomarkers and therapeutic targets.

## 4. Materials and Methods

### 4.1. Immunohistochemistry

Twenty-seven cases of formalin-fixed paraffin-embedded (FFPE) from GC patients who underwent surgery between 1986 and 1987 were retrieved at the Surgical Pathology Unit of the “Circolo Hospital and Macchi Foundation” in Varese (Italy). The cases are part of a well-characterized series of advanced GCs with clinical information and long-term follow-up. Cases were selected on the basis of the tumor type and the available materials. None of the patients underwent either neoadjuvant or adjuvant chemotherapy. Clinical data are summarized in Table 2.

Formalin-fixed paraffin-embedded 3 μm sections were cut consecutively. One section was immunostained for NOVA2 (goat anti-NOVA2, *C-16* Santa Cruz Biotechnology, Dallas, TX, USA, Cat# sc-10546, RRID:AB_2151558; 1:100), whereas the consecutive section was stained with an anti-ERG antibody (rabbit anti-ERG, *EPR3864* Ventana Medical Systems, Oro Valley, AZ, USA, Cat# 790-457; undiluted). Sections were deparaffinized and rehydrated. Blocking of endogenous peroxidase was obtained by topping sections with 3% hydrogen peroxide in distilled water for 20 min. Antigen retrieval was performed using citrate buffer solution (10 mM pH 6) in a microwave oven for 20 min, both for NOVA2 and ERG antigens. Sections were incubated overnight (ON) with primary antibodies in a refrigerator. They were further incubated with biotinylated rabbit anti-goat IgG (H + L); (Vector Laboratories, Newark, CA, USA, Cat# BA-5000) and ABC peroxidase (Vectastain^®^ Elite ABC-HRP kit, Vector Laboratories, Cat# PK-6100) for anti-NOVA2 antibody and with MACH 4^TM^ HRP polymer (Biocare Medical, Pacheco, CA, Cat# M4U534) for anti-ERG antibody, respectively. Reactions were developed using DAB (3,3-diaminobenzidine tetrahydrochloride, Cat#D5905, Sigma Life Science, Burlington, MA, USA) and nuclei were counterstained with hematoxylin.

NOVA2- and ERG-positive cells were counted along the invasive margin in 5 consecutive high-power fields (HPFs; 400X area; 0.19 mm^2^ per field). For each antibody, the median value of positive cells was used as a cutoff to stratify cases into low (≤33 cells/HPF for NOVA2 and ≤35 cells/HPF for ERG) or high expression. Statistical analysis of IHC raw data was performed with SPSS Statistics Software, Chicago, IL, USA (version 23).

In addition, 4 µm tissue sections were obtained from paraffin tissue blocks from gastric cancers retrieved from the archive of Pathology of the U.O. Anatomia Patologica (Spedali Civili of Brescia, Italy). NOVA2 IHC detection was obtained by using anti-NOVA2 (polyclonal rabbit, 1:100; Atlas Antibodies, Cat# HPA045607, RRID: AB_10962628) antibody. Antigen retrieval was performed using EDTA Buffer (pH 8.0), whereas signal detection was obtained using the Novolink Polymer System (Novocastra, Leica Biosystems, Milan, Italy) followed by DAB. Stained slides were acquired using the Aperio CS2 digital scanner and ScanScope software (v. 10.1, Leica Biosystems, Vista, CA, USA, Cat#12.03.5048;). Images were analyzed using ImageScope software (v. 12.4.6, Leica Biosystems, Milan, Italy). The region of interest consisted of the tumor area and normal gastric tissue; necrotic areas were excluded from the selection. The IHC Nuclear Image Analysis algorithm (Leica biosystems) was set up for the analysis to identify categories of strong and weak positive cells based on the signal intensity as described in [27]. Data are expressed as the absolute number of NOVA2-positive cells per mm^2^ and as fractions of strong and weak positive cells. Double IHC for NOVA2 and CD31 (clone PECAM-1, 1:100; Leica Biosystems, Cat# CD31-607-L-CE, RRID:AB_2935723) was performed as previously described in [27]. Data are expressed as the number of NOVA2-positive cells on the total of CD31 positive cells.

### 4.2. Cell Cultures

Mouse endothelial cells (moEC) [29] stably overexpressing human NOVA2 or knockdown for *Nova2* (as well as their relative controls) were generated by lentiviral transduction of pLenti-GIII-CMV-HA-NOVA2 and control HA (THP Medical Products, Wien, Austria) or GIPZ Lentiviral Nova2 short-hairpin RNA (shRNA) for NOVA2 and control shRNA (Open Biosystems) as described in [22]. MoEC overexpressing or knockdown for *Nova2* were cultured in DMEM-high glucose with 1mM sodium pyruvate (Euroclone, Milan, Italy, Cat# ECB7501L) supplemented with 10% FBS (Euroclone, Cat# ECS500L), 2 mM L-glutamine (Euroclone, Cat# ECB3000D), 100 U/L penicillin/streptomycin (Euroclone, Cat# ECB3001D), 25 mM HEPES (Euroclone, Cat# ECM0180), 100 g/mL heparin (from porcine intestinal mucosa, Merck Millipore, Saint Louis, MA, USA, Cat# H3149), 5 μg/mL EC growth supplement (ECGS from bovine pituitary gland, Merck Millipore, Cat# E2759) under puromycin selection (3 μg/mL, InvivoGen, San Diego, CA, USA, Cat# ant-pr-1). Since NOVA2 expression is regulated by EC density [22], for the splicing analysis of NOVA2 targets moEC overexpressing HA-tagged NOVA2 were grown as sparse (500,000 cells in 100 mm Petri dishes), while NOVA2-knockdown moEC were seeded as confluent monolayers (500,000 cells in 35 mm Petri dishes).

HUVEC/TERT2 (Evercyte, Wien, Austria, Cat# CHT-006-0008) were cultured in EBM™ Basal Medium (Lonza, Basel, Switzerland, Cat# CC-3156) with selected supplements from EGM™ SingleQuots™ Kit (Lonza, Cat# CC-4133), namely BBE (bovine brain extract), hEGF (human epidermal growth factor), hydrocortisone solution and ascorbic acid solution, plus 10% FBS (Euroclone, Cat# ECS500L) and 20 μg/mL G418 (Gibco, Dublin, Ireland, Cat# 10131035). 

All cells were routinely tested for the absence of mycoplasma by qPCR-based service (Micoplasmacheck Barcode, eurofins Genomics, Ebersberg, Germany).

### 4.3. RNA Interference

To knock down *NOVA2* expression in HUVEC/TERT2, we used two different siRNA oligos from Sigma-Aldrich (Merck Millipore, siNOVA2 #1 MISSION siRNA ID SASI_HS01_00220812 and siNOVA2 #2 MISSION siRNA ID SASI_HS01_00220812) and the corresponding negative control (Merck Millipore, MISSION siRNA Universal Negative Control #2). Transfection was performed with Lipofectamine RNAiMax (ThermoFisher Scientific, Waltham, MA, USA, Cat# 13778030) following the manufacturer’s instructions. Two subsequent transfections (with 24 h intervals) were performed with 30 nM siRNA in Opti-MEM (Gibco, Cat# 31985047) for 5 h, then replaced with complete EGM. Cells were collected for RNA/protein analysis 48 h after the second transfection. 

### 4.4. Western Blot Analysis

Total proteins were extracted by using Laemmli buffer (4% SDS, 16% glycerol, 40 mM Tris-HCl pH 6.8), and cell lysates were quantified with a Pierce BCA protein assay kit (Thermo Fisher Scientific, Cat #23225). Proteins (20 μg/lane) were resolved by SDS-PAGE on precast gels 4–15% (Biorad, Hercules, CA, USA, Cat #4568084) and transferred to nitrocellulose membranes with Trans-Blot Turbo (Biorad). Proteins of interest were visualized using specific antibodies, followed by peroxidase-conjugated secondary antibodies. The following primary antibodies were used: goat anti-NOVA2 C-16 (1:200, Santa Cruz Biotechnology, Cat# sc-10546, RRID: AB_2151558), mouse anti-Vinculin (1:10,000, Cell Signaling, Cat# MAB3574, RRID:AB_2304338), rat anti-HA High Affinity (1:1000, Roche, Cat# 11867423001, RRID:AB_390918). Secondary antibodies were purchased from Jackson ImmunoResearch (Cambridgeshire, United Kingdom): anti-Mouse (1:5000, Cat#105-035-146), anti-Goat (1:5000, Cat#705-035-147) anti-Rat (1:5000, Cat# 112-035-175). Chemiluminescent signal was detected by using ECL LiteAblot Plus/Extended/Turbo (Euroclone, Cat#EMP011005/#EMP013001/#EMP013001) and acquired by ImageQuant LAS 500 chemiluminescence CCD-camera (GE Healthcare, Chicago, IL, USA).

### 4.5. RNA-seq and Splicing Analysis

RNA-seq libraries were prepared from total RNA of two duplicates of control and NOVA2-overexpressing ECs and sequenced on an Illumina HiSeq2500 (minimum of 71.8 million reads, 100-nucleotide (nt) paired-end reads for each run). Reads were aligned with a mouse C57BL/6J reference genome mm9 assembly using *vast-tools* [98]), providing “corrected” reads per kilobase per million mapped reads (cRPKMs) [99] and raw counts.

To identify and quantify all major types of AS events affected by NOVA2 upregulation, we used *vast-tools* [98], a program that maps RNA-seq reads to wide-ranging sets of annotated and novel splice junctions and generates confident estimates of the percentage of alternative exon inclusion in a given sample (PSIs, ‘Percent Spliced In’, for exons; PIR, ‘Percent Intron Retention’, for introns). Data were analyzed considering the reads of duplicates of NOVA2-overexpressing ECs compared with control cells. Reads in EC knockdown for NOVA2 were also considered [22]. A minimum dPSI > 5 between each replicate in the overexpression and in the knockdown experiment was imposed, then data were filtered to identify differentially spliced genes specifically in NOVA2-overexpressing ECs as those with absolute dPSI ≥ 10.

To identify overlapping splicing events between NOVA2-gain and loss-of-function ECs, we compared the list of novel NOVA2 targets upon NOVA2 overexpression identified in this study (Table S1) with previously published data reporting NOVA2-mediated AS events in NOVA2-knockdown ECs [22,29]. We used the *GeneOverlap* R package to statistically define the overlap of splicing events. Fisher’s exact test was used to assess the statistical significance of the overlapping. 

### 4.6. Functional Enrichment Analysis

The gene ontology (GO) and the pathway-enrichment analyses were performed using the MSigDB web tool (https://www.gsea-msigdb.org/gsea/msigdb/, accessed on 19 April 2023; Mouse MsigDB v2023.1) [32,33]. The Enrichr web tool (http://amp.pharm.mssm.edu/Enrichr/, accessed on 19 April 2023) [73,74] was used to interrogate the Orphanet Augmented 2021 database. Entries were ranked accordingly to their adjusted *p* values.

### 4.7. Binding Site Prediction for NOVA2 Protein on Pre-mRNA of Target Genes

Prediction of NOVA2 binding sites was carried out with RBPmap (https://rbpmap.technion.ac.il/, accessed on 22 February 2022) computational tool. For human and mouse genes, NOVA2 binding sites were searched in an alternative exon sequence ±200 nt flanking the alternative splicing exon, and the initial 200 nt of the upstream intron and the last 200 nt of the downstream intron. We selected default stringency parameters and NOVA1 motifs (*aucac* and *uucauaa*). We were forced to use NOVA1 motifs since NOVA2 is not listed by the tool, considering that NOVA2 and NOVA1 have been found to associate with identical sequences [100].

### 4.8. RNA Extraction, RT–PCR, and RT–qPCR

Total RNA was isolated using the RNeasy Mini Kit (QIAGEN, Germantown, MD, USA, Cat# 74106) according to the manufacturer’s instructions and then treated with DNase (Ambion, Naugatuck, CT, USA, Cat# AM1907). cDNAs were synthesized with a Superscript IV RT cDNA synthesis kit (Invitrogen by ThermoFisher Scientific, Cat# 18080051) using 500–1500 ng of total RNA. An aliquot of the RT reaction (1–2 μL) was then PCR-amplified (with GoTaq G2 Flexi DNA Polymerase, Promega, Madison, WI, USA, Cat# M7805). For quantitative PCR (qPCR), cDNA was amplified with QuantiTect SYBR Green PCR (QIAGEN, Cat# 204145) using the LightCycler 480 (Roche, Basel, Switzerland). Target transcript levels were normalized to those of reference genes. The expression of each gene was measured in at least three independent experiments. All PCR products were verified by sequencing. Primers are listed in Table S7. For PSI calculation (where PSI is defined as the percentage ratio of full-length transcripts over the sum of full-length and exon-skipped transcripts), the intensity of bands in agarose gel was assessed with Image J software (version 1.53e National Institute of Mental Health, USA).

### 4.9. TCGA-STAD Transcriptomic and Clinic-Pathological Analyses

TCGA-STAD cancer omics data and patient clinical information were retrieved from the cBioportal for Cancer Genomics (https://www.cbioportal.org, accessed on 19 April 2023) [101,102]. *NOVA2* and *RAPGEF6* exon 21A expression levels (RSEM) were downloaded from TSVdb (http://tsvdb.com/plot.html, accessed on 19 April 2023). GC patients were stratified with median cutoff according to *NOVA2* (low or high) expression levels. Tumor stage, pathological T category, and tumor grade (G) were defined according to the American joint committee on cancer code. Samples in which *NOVA2* levels or staging information were not present were excluded from the analysis.

### 4.10. Correlation Analyses

The correlation between *COL4A1* expression and *NOVA2* expression in the TCGA-STAD dataset was tested as Pearson’s correlation coefficient with GraphPad Prism 6. The association between protein expression and the discrete clinicopathological variables listed in Table 2 was tested with the Pearson chi-square test; the correlation of patients’ survival with *NOVA2* expression was estimated using the Kaplan–Meier limit method. Statistical differences were calculated using the Log-rank Test (SPSS Statistics Software^®^, version 23). The angiogenesis-related gene expression signature of gastric patients (ARG) from the TCGA-STAD dataset was constructed according to the expression levels of a series of angiogenesis-related genes predicting prognosis [103]: *ITGAV*, *FSTL1*, *LUM*, *POTN*, *VCAN*, *COL5A2*, *COL3A1*, *TIMP1*, *SPP1*, *OLR1*, *STC1*, *APOH*, *SLCO2A1*, *NRP1*, *POSTN*, *VTN*, *SERPINA5*, *LPL* and *KCNJ8*. ARG was calculated as the average of normalized gene expression level (relative to the mean of expression in the TCGA-STAD dataset) of each gene of the signature (Table S6). Correlation of *NOVA2* and *RAPGEF6* exon 21A expression with gastric ARG was assessed through Pearson’s correlation coefficient. 

### 4.11. Oncomine Database Analysis

Dataset transcriptomic data analyses of GC versus normal samples were retrieved in Oncomine database (http://www.oncomine.org accessed on 19 April 2023) [104]. *NOVA2* expression values were obtained by reporter probe 206477_s_t. The Wang Gastric dataset is comprised of 27 samples, 15 normal mucosa and 12 cancers [105], while the DErrico dataset consists of 38 GC and 31 normal samples [106]. The two-tailed unpaired Student’s t-test was used to assess significance.

### 4.12. Survival Analysis

For survival analysis of the STAD-TCGA cohort of patients, a Kaplan–Meier plot at 10 years was constructed, stratifying patients according to low and high *NOVA2* expression (cutoff: median). The log-rank Mantel–Cox test (GraphPad Prism) was used to determine statistical significance between the two defined groups.

The Kaplan–Meier Plotter web tool (https://kmplot.com/analysis/index.php?p=background, accessed on 19 April 2023) [107] was used for survival analysis of GC patients of all deposited GSE datasets cited in Figure 1D using a 206477_s_t NOVA2 probe and splitting patients by *NOVA2* expression median, maintaining all the other parameters as the default. For the overall survival curve of STAD patients at 10 years relative to *RapGEF6* exon 21A expression, patients were divided into three groups (low, high, and medium expression) according to quartiles, and the significance of the observed differences between the upper and lower quartiles was assessed with the log-rank Mantel–Cox test.

### 4.13. Statistic Reproducibility

When two groups were compared, paired or unpaired Student’s two-tailed *t*-tests were used to determine statistical significance. For contingency analyses, chi-square and Fisher’s exact tests were used to compare two or more groups, respectively, and to determine statistical significance (GraphPad Prism v. 6 and 9, San Diego, CA, USA).

## Figures and Tables

**Figure 1:**
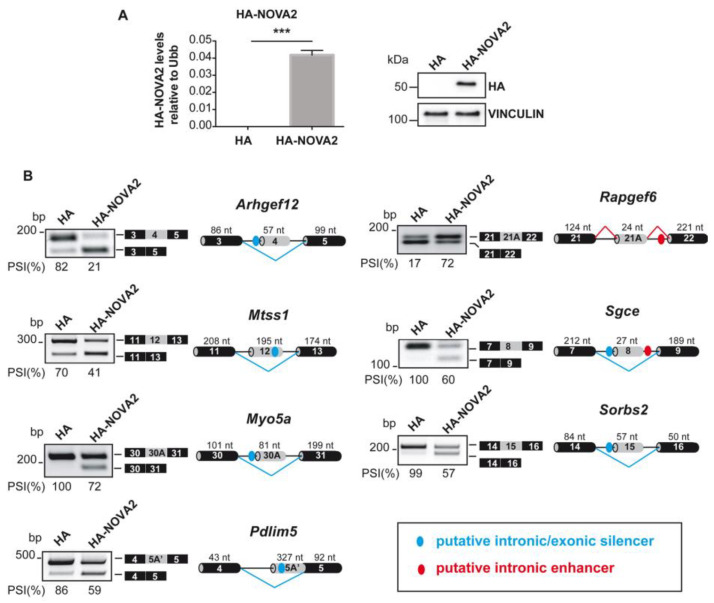
Novel AS events identified upon NOVA2 upregulation in mouse ECs. (**A**) Left panel: *HA-tagged NOVA2* mRNA levels in empty vector control (HA) or NOVA2 (HA-NOVA2)-overexpressing mouse ECs (moEC). Data represent the mean ± SEM (*n* = 3 independent experiments) *** *p* ≤ 0.001. Unpaired Student’s *t*-test. Right panel: Immunoblotting using anti-HA antibody in HA and HA-NOVA2 moEC. Vinculin is used as loading control. (**B**) RT-PCR analysis of selected NOVA2 splicing targets in moEC-overexpressing HA-tagged NOVA2. Transcripts generated from skipping/inclusion of the AS exon are represented near the corresponding RT-PCR bands. The percentages of exon inclusion (PSI) are also indicated. For each AS event, the genomic region containing the AS exon and the flanking sequences are represented; grey boxes: AS exons; black boxes: constitutive exons; blue/red dots: YCAY clusters predicted to function as NOVA silencer/enhancer; blue/red bars: NOVA-silenced/enhanced exon inclusion events.

**Figure 2:**
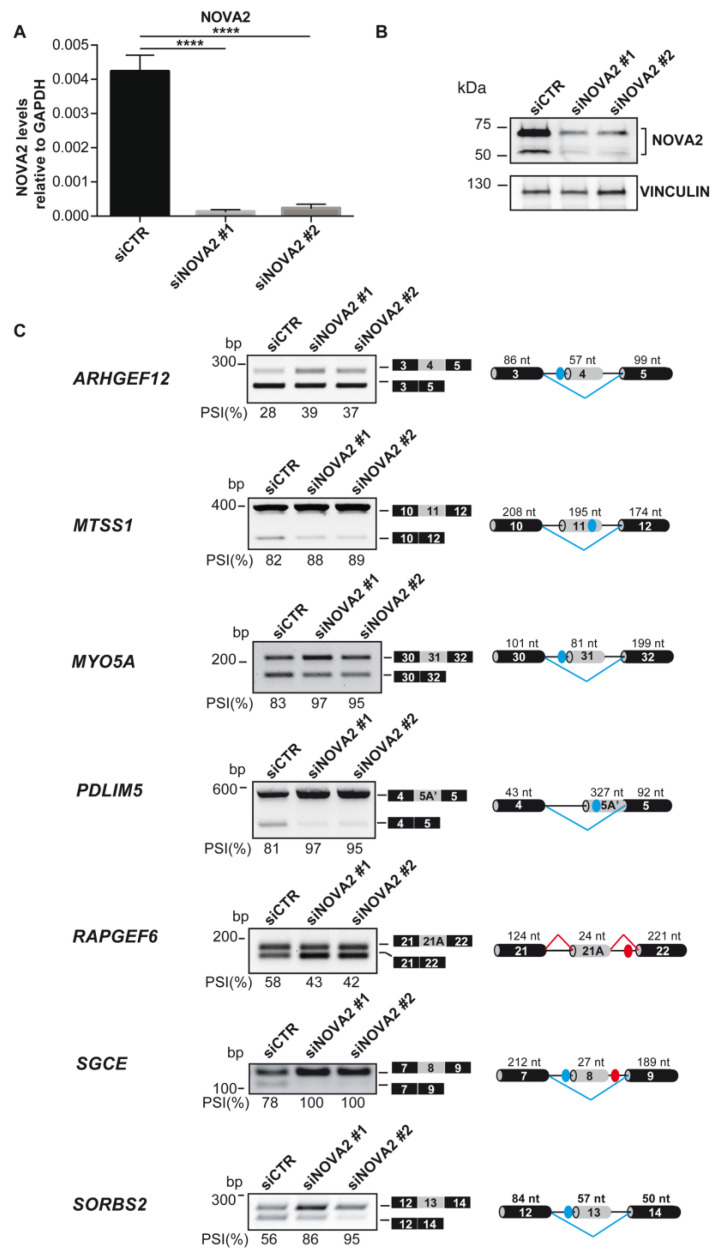
Validation of NOVA2-mediated AS events in human ECs knockdown for NOVA2. (**A**) *NOVA2* mRNA levels in HUVEC hTERT transfected with control (si*CTR*) or two different *NOVA2* siRNAs (si*NOVA2 #1*, si*NOVA2 #*2). Data represent the mean ± SEM (*n* = 3 independent experiments) **** *p* ≤ 0.0001. One-way ANOVA with multiple Tukey’s comparisons test. (**B**) NOVA2 immunoblotting in si*CTR,* si*NOVA2 #1* and si*NOVA2 #*2 HUVEC hTERT. (**C**) RT-PCR analysis of selected NOVA2 targets in si*CTR*, si*NOVA2 #1* and si*NOVA2 #*2 HUVEC hTERT. Transcripts generated from skipping/inclusion of the AS exon are represented near the corresponding RT-PCR bands. The percentages of exon inclusion (PSI) are also indicated. For each AS event, the genomic region containing the AS exon and the flanking regions are represented; grey boxes: AS exons; black boxes: constitutive exons; blue/red dots: YCAY clusters predicted to function as NOVA silencer/enhancer; blue/red bars: NOVA silenced/enhanced exon inclusion events.

**Figure 3:**
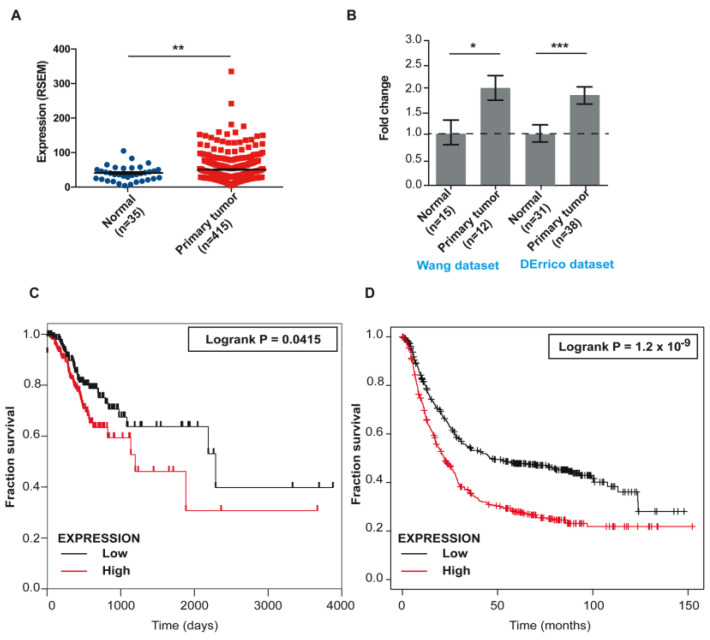
*NOVA2* expression levels are increased in GC and associated with poor overall patients’ survival. (**A**) Expression of *NOVA2* mRNA levels (mean ± SEM) in normal and GC samples from TCGA-STAD project (from TSVdb); Unpaired Student t-test with Welch’s correction (*p* = 0.0099). ** *p* ≤ 0.01. (**B**) Fold change of *NOVA2* expression in normal and GC samples from Wang dataset (GSE19826) and DErrico dataset (GSE13911) (probe: 206477_s_t, *p* = 0.0145 (* *p* ≤ 0.05) and *p* = 0.0003 (*** *p* < 0.001, respectively) with Unpaired Student’s *t*-test. (**C**) Kaplan–Meier plot of overall survival in GC patients from TCGA-STAD project classified according to *NOVA2* expression (cutoff: median) (red curve, high expression; black curve, low expression). Log-rank (Mantel–Cox) test (*p* = 0.0415). (**D**) Kaplan–Meier plot of overall survival in GC patients from GSE14210, GSE15459, GSE22377, GSE29272; GSE38749, GSE51105, GSE62254 datasets classified according to *NOVA2* expression (cutoff: median; probe: 206477_s_t; Log-rank (Mantel–Cox) test *p* = 1.2 × 10^−9^) (red curve, high expression; black curve, low expression).

**Figure 4:**
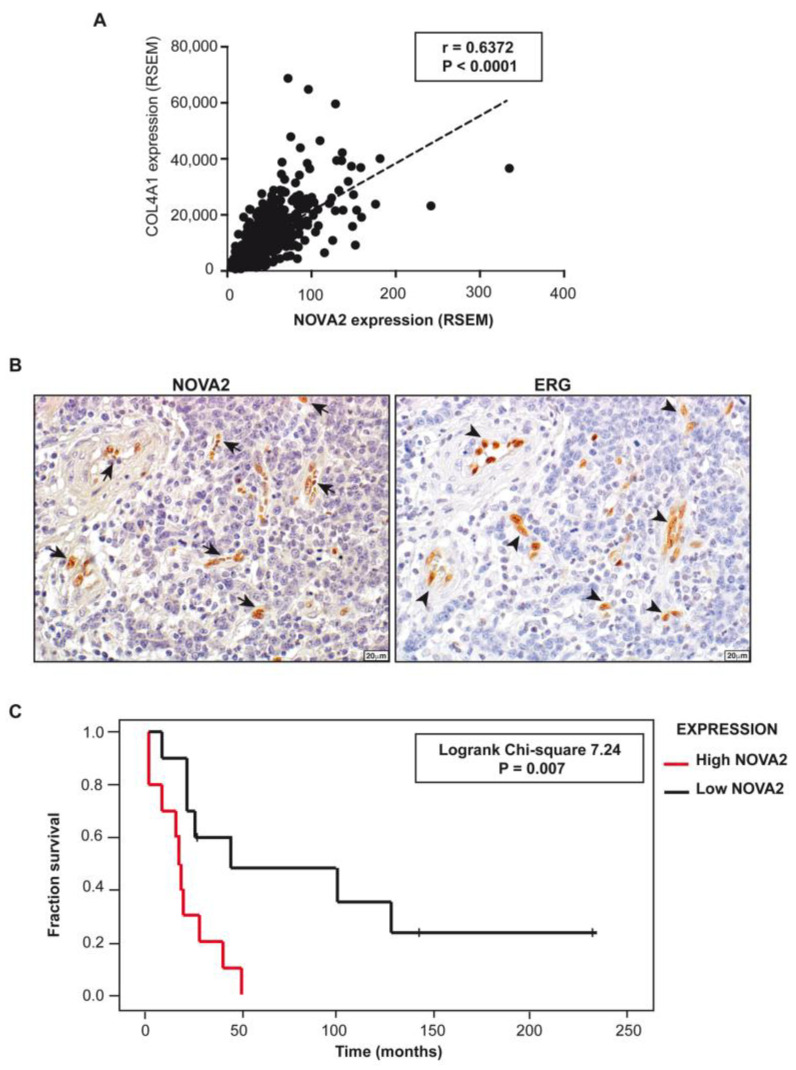
Expression of NOVA2 in gastric cancer vessels. (**A**) Correlation analysis showing a significant association between *COL4A1* and *NOVA2* expression levels from TGCA-STAD project (Pearson r = 0.6372, *p* < 0.0001). (**B**) Serial sections of GC samples (*n* = 27) stained for NOVA2 (left panel) or ERG (right panel). Arrows indicate NOVA2-positive nuclei of ECs. No immunoreactivity is present in the nuclei of tumor cells. Arrowheads indicate ERG-positive nuclei of ECs in the same area on a consecutive section of tissue. Scale bar: 20 μm. (**C**) Kaplan–Meier plot of overall survival in our cohort of GC patients classified according to *NOVA2* expression (red curve, high expression; black curve, low expression).

**Figure 5:**
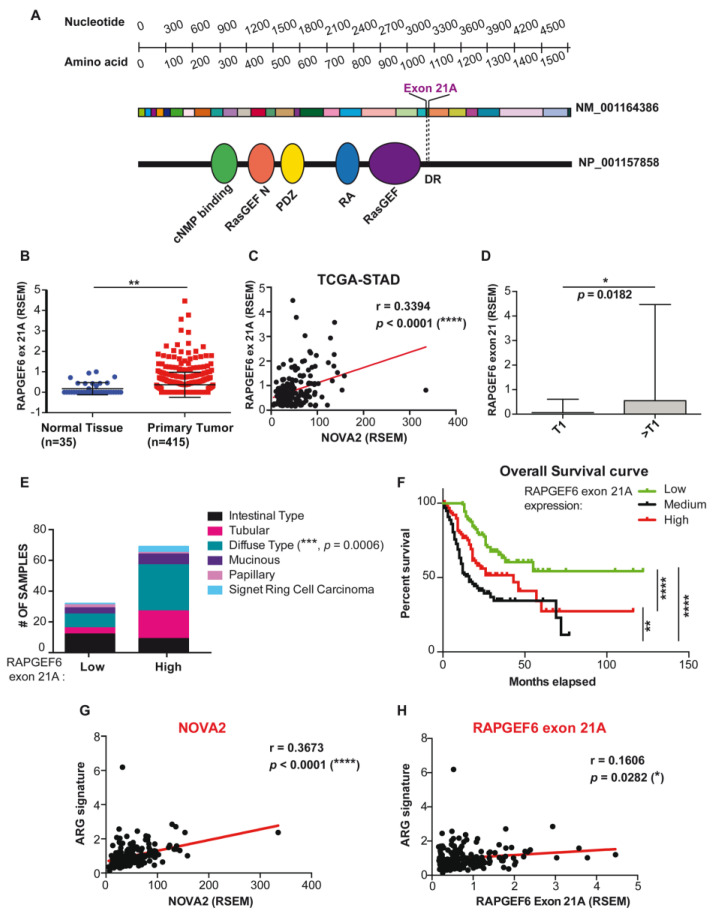
Expression of *RapGEF6* exon 21A in the TCGA-STAD dataset. (**A**) Coding transcript and protein domains of RapGEF6 adapted from DoChaP web tool. Black lines with numbers show the position in the transcript (nucleotides) and protein (amino acids). Different exons are represented in different colors; exon 21A is highlighted. RapGEF6 protein (NP_001157858) is depicted as a black line, with elliptical shapes representing functional domains: cyclic-nucleotide-binding domain (green); N-terminal domain for RasGEF-like protein domain (orange); post-synaptic density protein, disc large tumor suppressor, zonula occludens-1 protein (PDZ) domain (yellow); ras-associating domain (blue); ras-like guanine nucleotide exchange factor domain (purple). DR stands for disordered region encoded by exon 21A. (**B**) *RapGEF6* exon 21A in healthy donor (blue) and tumor patient (red) samples of TCGA-STAD dataset. *p* value was calculated with unpaired student *t*-test with Welch’s correlation. (**C**) Correlation between *NOVA2* and *RapGEF6* exon21A expression in TCGA-STAD samples. Linear regression (red line) and Pearson r coefficient with two-tailed *p* value are reported. (**D**) *RapGEF6* exon 21A expression in RSEM stratified as upper and lower quartiles according to tumor size (T1 and >T1). Unpaired student t-test. (**E**) Histotype distribution of STAD-GC tumors for low and high *RapGEF6* exon 21A expression (comparing lower and upper quartile). Fisher’s exact test. (**F**) Kaplan–Meier analysis of 10-year overall survival for STAD patients stratified for *RapGEF6* exon 21A expression in high (upper quartile, red line), medium (medium quartile, black line) and low (lower quartile, green line) levels. Log-rank (Mantel–Cox) test. *p* value legend: * *p*  <  0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p*  <  0.0001. (**G**,**H**) *NOVA2* and *RapGEF6* exon 21A correlation with a gastric angiogenesis-related gene (ARG) signature.

**Table 1:** Selected NOVA2-regulated AS exons involved in processes relevant for EC angiogenic behavior.

NOVA2 Targets in ECs	Function	NOVA2-Mediated AS Event
***ARHGEF12***	ARHGEF12 is an endothelial-enriched Rho-GEF (guanine nucleotide exchange factor) specifically activating the small GTPase Rho [37,38]. It interacts with plexin-B1, which mediates Semaphorin 4D-induced Rho signaling controlling angiogenesis [39]. ARHGEF12 mediates sphingosine-1 phosphate receptor 2 signaling, which inhibits EC sprouting through RhoC activation [40]. It acts downstream of ICAM-1 to increase RhoA-mediated cytoskeletal rearrangements in ECs [41]. Finally, it is involved in mechanical-force-induced activation of RhoA and cytoskeletal remodeling leading to EC reorientation [42].	NOVA2 regulates skipping of the exon 4 residing in a region, predicted as disordered by *disopred2*, contiguous to the PDZ domain involved in plexin-B1 binding [43].
***MTSS1***	*MTSS1* encodes for the metastasis protein suppressor protein 1, acting as a scaffold protein for multiple partners to regulate actin dynamics, formation of lamellipodia, membrane ruffles, filopodia-like structures, and disassembly of actin stress fibers [44,45,46,47]. MTSS1 promotes cell–cell junction formation and stability by activating the small GTPase Rac1 [48]. It mediates cell polarity and regulates the motility response to growth factors [49,50]	NOVA2 promotes skipping of the exon 12 that encodes for a predicted disorder region rich in Ser (putative phosphorylation site) located between the IMD (involved in actin bundling) and WH2 (involved in actin binding) domains.
***MYO5A***	MYO5A is an actin-based motor protein involved in cytoplasmic vesicle transport and anchorage, spindle-pole alignment, mRNA translocation and cell polarity [51]. In ECs, it regulates von Willebrand factor exocytosis [52]. MYO5A is involved in the early events of the formation of primary cilia [53], which are enriched in nascent blood vessels [54].	NOVA2 promotes skipping of the exon 30A (also known as exon D), which encodes for a region that is essential to interact with Rab10 and Rab8 proteins [55]. These proteins are important for the Golgi trafficking in epithelial cell polarization [56] and the biogenesis of Weibel–Palades granules containing von Willebrand factor [57].
***PDLIM5***	PDLIM5 is a cytoskeleton-associated scaffold protein regulating actin dynamics, cell architecture, cell migration, and gene transcription [58,59,60].	NOVA2 promotes skipping of exon 5A’, which encodes for a region neighboring actin-binding functional-domain PDZ.
***RAPGEF6***	RAPGEF6 is a guanine nucleotide exchange factor for the small GTPase Rap1. It plays a critical role in the maturation of adherens junctions and mechanoresponses of the Hippo pathway [61,62,63].	NOVA2 promotes the inclusion of exon 21A, encoding for a predicted disordered region downstream the RasGEF domain. This last domain is known to lower RAPGEF6 interaction with RAP1 [64], an important regulator of angiogenesis [65].
***SGCE***	*SGCE* encodes for sarcoglycan epsilon, part of the dystrophin-associated glycoprotein complex linking the cytoskeleton to the extracellular matrix. It may contribute to membrane stabilization and signal transduction in the cerebrovascular system and in lung ECs [66,67].	NOVA2 promotes skipping of exon 8, encoding for a region predicted to be disordered with a peculiar expression in the CNS [68].
***SORBS2***	SORBS2 is an adapter between ABL kinases and actin cytoskeleton. In ECs it plays a role in the maintenance of vascular lumens by balancing endothelial cytoskeletal dynamics and cell–matrix adhesion [69].	NOVA2 promotes skipping of exon 15, which encodes for portion residing in a large disordered region possibly affecting protein-protein interactions [70].

**Table 2:** Correlation between clinico–pathological data and expression of NOVA2 and ERG.

	No. of Cases	NOVA2*^high^* No. of Cases (%)	ERG*^high^* No. of Cases (%)
**No. of cases**	27	14 (51.9%)	14 (51.9%)
**Mean Age years (range)**	65 (33–85)	66 (51–85)	67 (52–85)
**Sex**			
Men	16	9 (56.3%)	9 (56.3%)
Women	11	5 (45.5%)	5 (45.5%)
**Histotype (Lauren classification)**			
Intestinal	17	8 (47.1%)	10 (58.8%)
Diffuse	9	5 (55.6%)	3 (33.3%)
Undifferentiated	1	1 (100%)	1 (100%)
**Cellular Grade**			
G2	7	4 (57.1%)	2 (28.6%)
G3	20	10 (50.0%)	12 (60.0%)
**pT**			
Intestinal	1	1 (100%)	1 (100%)
Diffuse	14	7 (50%)	8 (57.1%)
Undifferentiated	12	6 (50.0%)	5 (41.7%)
**pN**			
pN0	8	2 (25%) *	4 (50%)
>pN0	19	12 (63.2%) *	10 (52.6%)
**STAGE**			
I	1	1	1
II	8	2 (25%)	4 (50%)
III	18	11 (61.1%)	9 (50%)
**Survival** ^§^			
Cancer-related deaths	17	10 (58,8%) *	7 (41.2%)
Alive/deaths by other causes	9	3 (33.3%) *	6 (66.7%)
**Mismatch Repair System**			
MMR-Defective (MMR-D)	6	2 (33,3%)	4 (66.7%)
MMR-Proficient (MMR-P)	21	12 (57.1 %)	10 (47.6%)
**Follow-up: Mean months (range)**	93.4 (1–272)	69.8 (1–264)	105.2 (1–264)

Legend: MMR mismatch repair system. **^§^** Data not available for all cases. * Presence of a trend towards statistically significant association.

**Table 3:** Multivariate analysis for cancer-related death with follow-up to 240 months (Cox Regression).

Clinical Variable	*p* Value	OR	95% CI
High NOVA2	0.005	5.2	1.6–16.7
Diffuse GCs	0.014	4.3	1.3–1.4

## Data Availability

Genes and transcripts data, patient survival, and clinical information that support the findings of this study are available through cBioportal for Cancer Genomics (https://www.cbioportal.org accessed on 19 April 2023). Transcriptomic and clinical data used in this study have been included in Tables S4 and S6. RNA-seq data are openly available in the GEO (Gene expression omnibus) database, under the accession number GSE224823.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24098102/s1.

# Supplementary material for: Alternative Splicing Changes Promoted by NOVA2 Upregulation in Endothelial Cells and Relevance for Gastric Cancer
**Source:** Int J Mol Sci. 2023 Apr 30;24(9):8102. doi: 10.3390/ijms24098102
**Supplement:** Supplementary file 1

## Supplementary materials

# Alternative splicing changes promoted by NOVA2 upregulation in endothelial cells and relevance for gastric cancer

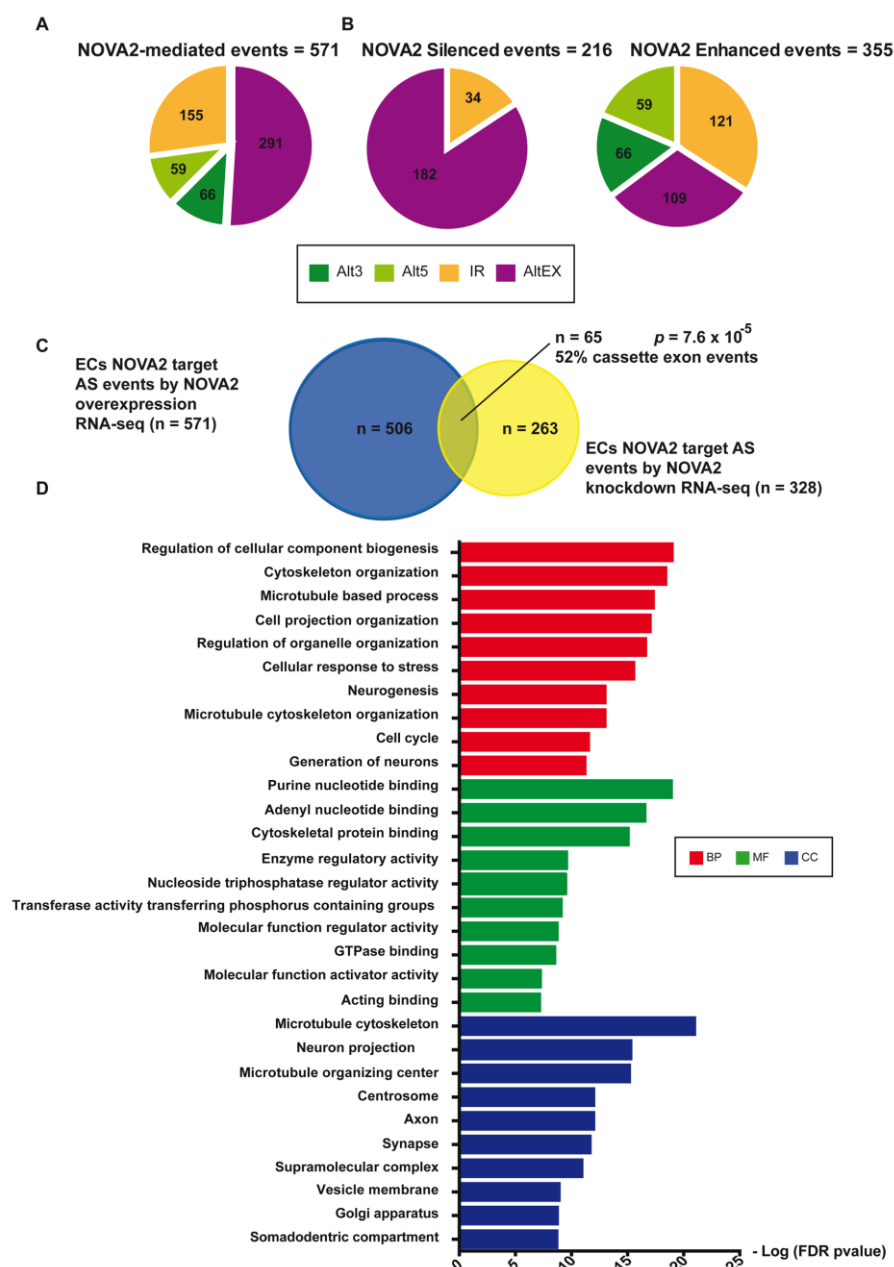

**Figure S1.** AS events modulated by NOVA2 overexpression in ECs. (A) NOVA2-mediated AS events classified according to the type of splicing mechanism: alternative use of a cassette exon (AltEx), intron retention (IR), alternative 5' splice site (Alt5) and alternative 3' splice site (Alt3). (B) Distribution of AS type subdivided in NOVA2 silenced events (left) and NOVA2-enhanced events (right). (C) Venn diagram showing the common AS events identified by RNA-Seq in NOVA2 overexpressing ECs (this work, blue circle) and previous published data in NOVA2 knockdown cells (yellow circle) [29]. The number (n) of identified genes is reported. (D) Gene ontology (GO) analysis of NOVA2-regulated genes using the MSigDB program. The first 10 terms of the "Biological Process" (BP in red), "Molecular Function" (MF in green) and "Cellular Component" (CC in blue) GO categories are indicated (sorted by FDR  $p$  value < 0.05 graphed as -Log).

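Behind the classes shown in Figure S1 are the directions of 571 events with an absolute dPSI of at least 10. Of the cassette exons, 182 had lower and 109 higher PSI in NOVA2-overexpressing ECs, so that 62.5% fell. Retained introns went the other way, with 121 higher and 34 lower. The difference in direction between these classes was beyond chance (two-sided Fisher's exact test on the event counts, p = 1.06e-16, odds ratio 0.168), taking events as independent. All 66 Alt3 and all 59 Alt5 events had a higher PSI, and the deposited table lists more than 1 site for only 1 of the 214 alternative splice site events it holds. Of the cassette exons with a higher PSI 59.6% were a multiple of 3 nt long, and of those with a lower PSI 55.5%, a difference within chance (two-sided Fisher's exact test, p = 0.541). Their median lengths were 94 and 98.5 nt.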

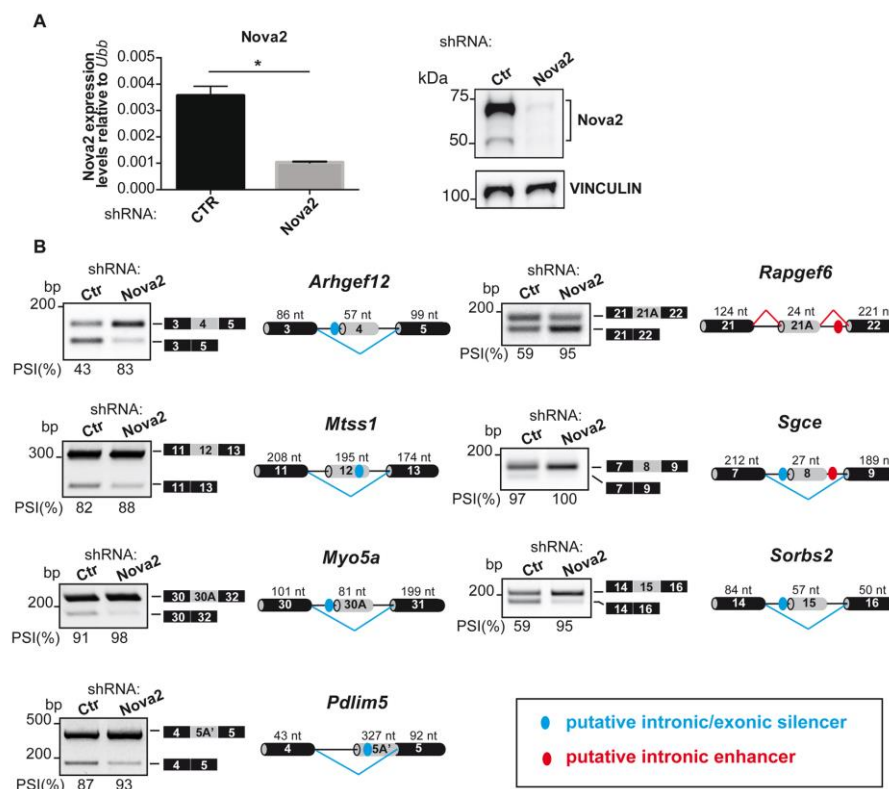

**Figure S2. Validation of Nova2-mediated AS events in mouse Nova2 knockdown ECs.** (A) Left: *Nova2* mRNA levels in mouse ECs (moEC) transduced with lentiviral vectors carrying control or *Nova2* shRNAs. Data represent the mean  $\pm$  SEM ( $n=3$  independent experiments). \*  $p \leq 0.05$ . Unpaired Student's t-test. Right: NOVA2 immunoblotting in control and *Nova2* depleted moEC. (B) RT-PCR analysis of selected NOVA2 targets in moEC knockdown for *Nova2*. Transcripts generated from skipping/inclusion of the AS exon are represented near the corresponding RT-PCR bands and the percentages of exon inclusion (PSI) are indicated below each gel panel. For each AS event, the genomic region containing the AS exon and the flanking sequences are represented: grey boxes, AS exons; black boxes, constitutive exons; blue/red dots, YCAY clusters predicted to function as NOVA silencer/enhancer; blue/red lines, NOVA silenced/enhanced exon inclusion events.

[illegible]

**Figure S3. Putative Nova2 binding sites in novel Nova2 targets identified in mouse ECs.** For each selected AS event, the sequence including the first 200 nt and the last 200 nt of the upstream intron, the AS exon (grey box), the first 200 nt and the last 200 nt of the downstream intron were analyzed with RBPmap (<http://rbpmap.technion.ac.il>). For *Pdlim5*, 200 nt downstream the second (distal) 3' splice site were considered. For each target, schematic representation of the NOVA binding sites (YCAY in which Y= pyrimidine) identified by RBPmap (blue lines and text), the mouse genomic sequences around the AS exons and the constitutive exons (black boxes) are reported. Green lines (and text) represent additional YCAY motifs conserved among mouse and human genes identified by manual inspection. Left: representation of putative NOVA enhancer (red dot) or silencer (light blue dot) elements, inferred from the position of YCAY clusters, and their evolutionary conservation between the mouse and human genes, are also present.

[illegible]

**RAPGEF6**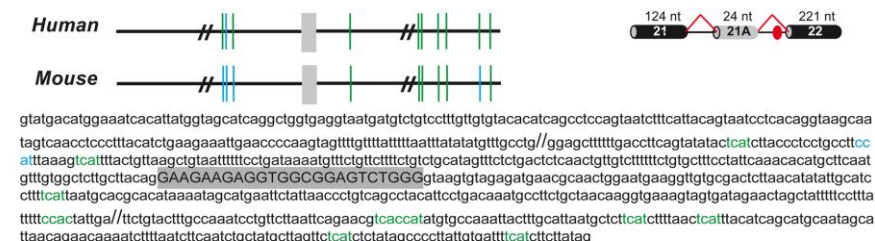**SGCE**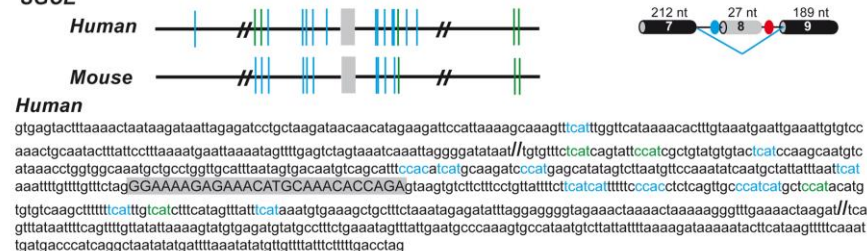**SORBS2**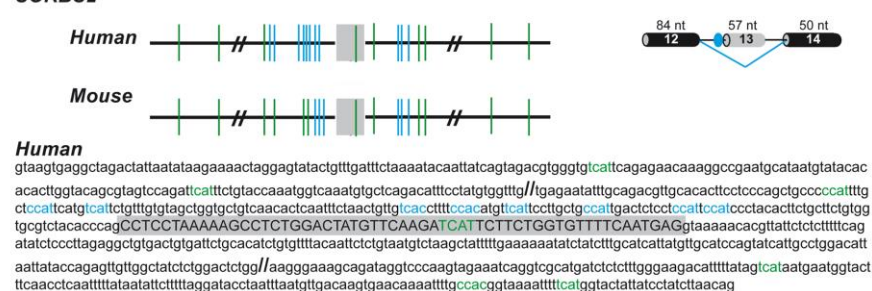

**Figure S4. Putative NOVA2 binding sites in the corresponding human genes.** For each selected AS event, the sequence including the first 200 nt and the last 200 nt of the upstream intron, the AS exon, the first 200 nt and the last 200 nt of the downstream intron were analyzed with RBPmap (<http://rbpmap.technion.ac.il>). For *PDLIM5*, 200 nt downstream the second (distal) 3' splice site were considered. To define the position of putative NOVA enhancer (red dot) or silencer (light blue dot) elements represented in Figure 1, Figure 2 and Supplementary Figure S3, the presence of YCAY clusters and their evolutionary conservation between the mouse and human genes were considered. NOVA binding sites identified by RBPmap (blue lines) in mouse and human genomic sequences around AS exons. Green lines represent additional YCAY motifs conserved among mouse and hu-man genes identified by manual inspection.

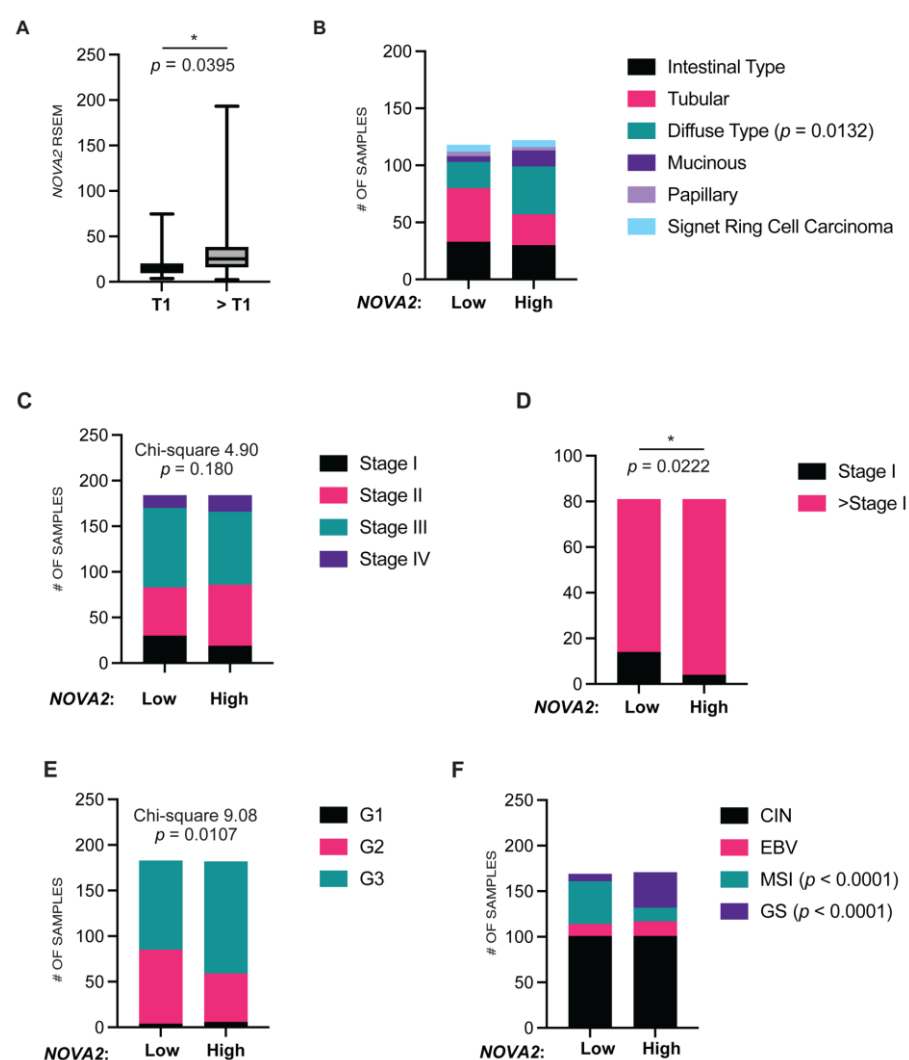

**Figure S5. Clinico-pathological features of the TCGA-STAD patients according to NOVA2 expression levels.** (A) NOVA2 mRNA expression levels (RSEM) in the TCGA-STAD dataset according to tumor size: T1; or >T1 (T2, T3, T4). Unpaired Student's t-test. \*  $p < 0.05$ . (B) Distribution of GC subtypes in the TCGA-STAD dataset according to NOVA2 expression (cutoff: median). Fisher's exact test. (C) GC tumor stages classification (I, II, III, and IV) in the above TCGA-STAD patients (Chi-Square test) and (D) in the TCGA-STAD intestinal subtype (\*  $p < 0.05$ ; Fisher's exact test). (E) Tumor grade (G1, G2, and G3) classification of TCGA-STAD tumors stratified accordingly to NOVA2 expression (cutoff: median). Chi-square test. (F) Molecular subtype distribution of GC tumors in low and high NOVA2 expressing tumors (cutoff: median). CIN = chromosomal instability; EBV = Epstein-Barr virus-associated GC; MSI = microsatellite instability; GS = genomic stable. Fisher's exact test to compare each subtype with all others.

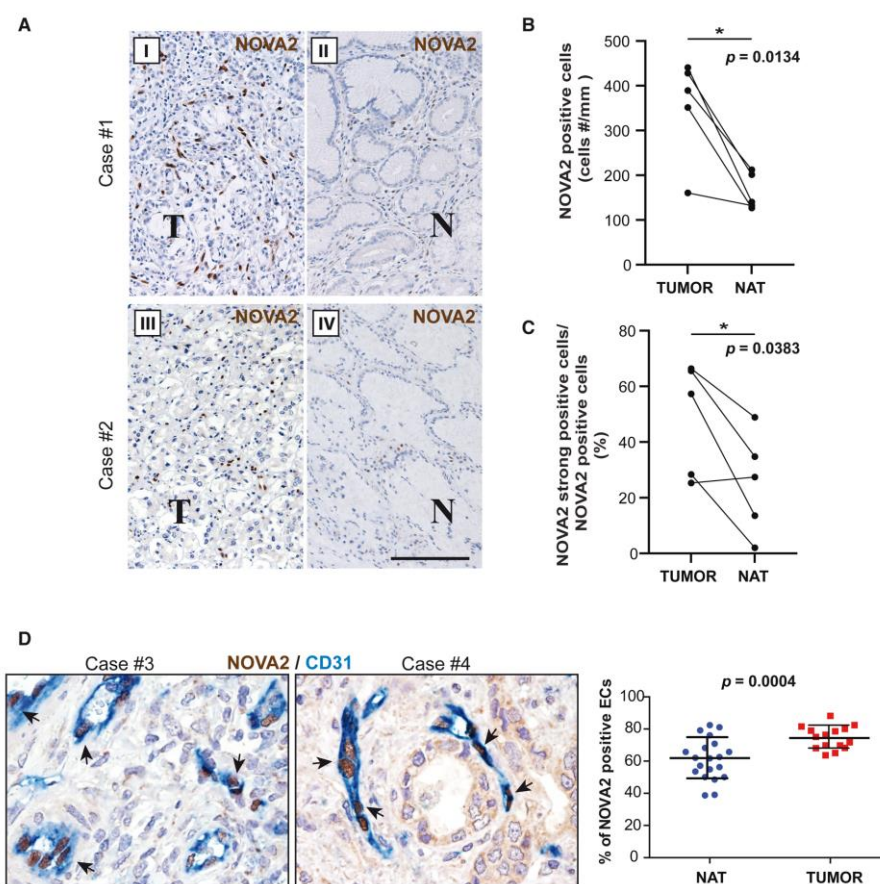

**Figure S6. Expression of NOVA2 in GC and healthy gastric vessels.** (A) IHC analysis of NOVA2 in an independent cohort of GC patients (n=5). Representative IHC images for NOVA2 staining in two cases of CG (I and III) and normal adjacent tissues (II and IV). Scale bar: 200  $\mu$ m. (B–C) Quantification of NOVA2 positive cells (upper panel) and NOVA2 positive cells with strong IHC signal (lower panel) relative to total cell area and total NOVA2 positive cells, respectively, in tumor specimens (TUMOR, T) and normal adjacent tissue (NAT, N). (D) Left: representative images of NOVA2 and CD31 double staining of tumor and normal sections of GC patient's cohort (magnification: 400X). Arrows indicate ECs positive for both NOVA2 (blue) and CD31 (brown). Right: count of percentage of NOVA2 positive ECs on the total of ECs stained with the anti-CD31 antibody in tumor vs normal adjacent tissues of GC patients. Two-tailed Student's t-test with Welch's correction. Error bars indicate  $\pm$  SEM. Exact  $p$  values ( $p$ ) are indicated: \*  $p$  value < 0.05.

**Table S1. Information regarding the 571 AS events regulated by NOVA2 overexpression in mouse ECs.** (A) “NOVA2 OE ECs RNA-Seq” GENE: gene name, the first column reports the name retrieved from RNA-Seq, the second column the up-to-date nomenclature. EVENT: vastDB identification code. COORD: coordinates relative to the regulated exon and referred to mm9 assembly. LENGHT: dimension in nucleotide of regulated AS event. FullCO: chromosome location: C1 donor, AS exon, C2 acceptor. Strand is “+” if C1 donor coordinate is smaller than C2 acceptor coordinate, and “-” otherwise. COMPLEX: Alt3/Alt5, alternative splice site acceptor/donor selection; IR, intron retention; S, C1, C2, C3, MIC ANN are cassette alternative exons. For each sample, reads count and quality score were reported (columns N-S and Z-AE); columns H-M and T-Y report reads count and their quality for control and NOVA2 knockdown samples (from [22]). Last three columns provide splicing information as obtained from *vast-tools* (mean PSI of CTR and NOVA2-overexpressing samples). dPSI: difference in the percent splicing inclusion between overexpressing and control ECs. (B) “COMMON TARGETS NOVA2 OE shNOVA2” contains common AS events between NOVA2-overexpressing (this paper) and NOVA2-depleted ECs [29]. (C) “Direction of change AS events” illustrates the outcome of identified common NOVA2-mediated event (+ = NOVA2 promotes the splicing event; - = NOVA2 inhibits the splicing event).

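In the 4 libraries of control and NOVA2-overexpressing ECs, the PSI of every deposited event lay within 0.0352 points of 100 times the inclusion reads divided by the inclusion plus exclusion reads that the quality column gives after correction. This agreement is no independent check of the PSI. The corrected reads of the selected cassette exons add up to whole numbers in each library, within rounding. That would follow if the PSI itself had been used to split a total. Other columns of this table were not compared in this way. Among events scored LOW or better in all 4 libraries, the largest fall was in an exon of 95 nt in Neo1 on chromosome 9 (mm9, 58732277 to 58732371). Its PSI went from 96.6% ± 0.0141 (SD, n = 2) in control ECs to 65.7% ± 2.88 (SD, n = 2) in NOVA2-overexpressing ECs on 934 to 1809 reads per library (adjusted p = 6.07e-185, Fisher's exact test). An exon of Sh3pxd2a of 84 nt fell by 28.3 points on 152 to 257 reads. Retained introns of Tcta and Dmpk fell by 28.4 and 27.7 points on fewer reads, 41 to 91 and 36 to 99. The largest rise was in Eef1b2, where an exon of 5 nt on chromosome 1 (63224597 to 63224601) had no inclusion reads in control replicates 1 and 2, which allows a PSI of up to 8.57% and 12.5%, and reached 34.0% ± 6.54 (SD, n = 2) in NOVA2-overexpressing ECs. It rested on 24 to 39 reads per library (adjusted p = 5.04e-07, Fisher's exact test). An Alt3 site of Mrpl27 rose by 28.1 points on 25 to 35 reads, and an exon of Magi1 of 84 nt by 24.2 points on 50 to 100 reads.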

**Table S2. Gene ontologies (GO) and pathways enrichment of NOVA2 targets.** Significantly enriched GO terms or pathways were obtained by using MSigDB (<https://www.gsea-msigdb.org/gsea/msigdb/>, accessed on 19 April 2023) [32,33]. The table collects all GO significant terms (FDR  $p$ -value  $\leq 0.05$ ) divided into “Biological Process” (A), “Molecular Function” (B), and “Cellular Component” (C). Significantly enriched pathways are collected in (D).

**Table S3. Significant gastric cancer-associated genes.** (A) Significant enrichment in genes upregulated upon *H. pylori* infection with MySignDB. (B) Enriched terms from Orphanet gene-phenotype database collected in Enrichr.

**Table S4. NOVA2 expression and clinico-pathological data of gastric cancer patients.** (A) “NOVA2 from TSVdb”: Column A: Sample Identifier for TCGA samples, Column B-J: clinico-pathological features of cancer patients, including overall survival (os) in day; Column K-S: Expression values of NOVA2 gene and isoform data, exon, and junction-normalized read count data (in RSEM). (B) “NOVA2 from cBioPortal”: Other clinical-pathological features (molecular subtype, stage, T-stage and grade) of TCGA patients; (C) “Oncomine Dataset Wang” and (D) “Oncomine Dataset D’Errico”: NOVA2 expression values of normal and tumor patients retrieved from Oncomine.

**Table S5. Count of NOVA2 positive ECs of tumor and normal adjacent tissue of gastric cancer patients.** For five different cases, three field for section (K1-K15) were counted for tumor regions while four field for section (N1-N20) were counted for normal adjacent tissues, calculating the percentage of NOVA2-positive (+) cells on the total of CD31-positive ECs.

**Table S6. RapGEF6 exon 21A in gastric cancer patients.** (A) “RapGEF6 from TSVdb”. Column A: Sample Identifier for TCGA samples, Column B-J: clinico-pathological features of patients, including overall survival (os) in day; Column K-S: Expression values of *RapGEF6* gene and isoform data, exon, and junction-normalized read count data (in RSEM). (B) “NOVA2 RapGEF6 exon 21A Correlation” Column A: Sample Identifier for TCGA samples, Column B: Clinical sample type (only primary tumors). Column C: Expression values (RSEM) of NOVA2 gene. Column D: Expression values (RSEM) of *RapGEF6* exon 21A (coordinates: chr5:130785716-130785739). (C) “RapGEF6 exon 21A and T stage” Column A: Clinical sample type (only primary tumors). Column B: Sample Identifier for TCGA samples, Column C: T (tumor) size (T1, T1A, T1B, T2, T2A, T2B, T3, T4) according to TNM classification. Column D: Expression values (RSEM) of *RapGEF6* exon21A (coordinates: chr5:130785716-130785739). (D) “RapGEF6 exon 21A+Type of tumor”. Column A: Sample Identifier for TCGA samples, Column B: Clinical sample type (only primary tumors). Column C: Expression values (RSEM) of *RapGEF6* exon 21A (coordinates: chr5:130785716-130785739). Column D: GC histotypes. (E) “Survival curve RapGEF6 21A”. Column A: Sample Identifier for TCGA samples. Column B: Expression values (RSEM) of *RapGEF6* exon 21A (coordinates: chr5:130785716-130785739). Column C: Overall Survival (os) status. Column D: Time (in months) STAD patients were still alive.

(F) “ARG signature NOVA2+ RAPGEF6 21A”. Column A: Sample Identifier for TCGA samples, Column B: Clinical sample type (only primary tumors). Column C: Expression values (RSEM) of NOVA2 gene. Column D: Expression values (RSEM) of *RapGEF6* exon 21A (coordinates: chr5:130785716-130785739). Column E-W: Expression values (RSEM) of ARG genes. Column X: Calculated ARG signature.

**Table S7. List of primers used in qPCR and RT-PCR experiments.**

| Primers for PCR        |                         |
|------------------------|-------------------------|
| PRIMER NAME            | SEQUENCE 5'-3'          |
| Arhgef12_mouse_exon3_F | TTTGAACCGAGAGTCACCAAC   |
| Arhgef12_mouse_exon5_R | CCATTGTCGTCTTTCTGGATG   |
| Mtss1_mouse_exon11_F   | CCTTCCAGTCCAAGTCACCC    |
| Mtss1_mouse_exon13_R   | GGGTCCTCCCCATTAGAGT     |
| Myo5a_mouse_exon30_F   | ACAAAGGTGAAATAGCACAAGCA |
| Myo5a_mouse_exon 31_R  | GCTGTTGCCGGTTGTTTTCT    |
| Pdlim5_mouse_exon4_F   | CCAAGAGTGAGCCGGTTTCC    |
| Pdlim5_mouse_exon6_R   | CAGTGTCTCAATCAGCCGT     |
| Rapgef6_mouse_exon21_F | TGACTTCTGCCAACATGGAC    |
| Rapgef6_mouse_exon22_R | ACCATATGCAGGTTCCCACT    |
| Sgce_mouse_exon7_F     | GGATTTCCTCGTTACCCTGGC   |
| Sgce_mouse_exon9_R     | ATCGAGCTGTGATGGACAAGC   |
| Sorbs2_mouse_exon14_F  | CGGGTCGCATAAATCCAGC     |
| Sorbs2_mouse_exon17_R  | CTAAAGTCACCGGCCATGCT    |
| ARHGEF12_Human_exon3_F | TGAACCGAGAGTCACCAACA    |
| ARHGEF12_Human_exon5_R | CGAAGACTGGATTGTCTCCA    |
| MTSS1_Human_exon10_F   | CAGTCCAAGTCACCATCCCC 4  |
| MTSS1_Human_exon13_R   | GTGGCAGCCGATACAGTCAT    |

|                         |                         |
|-------------------------|-------------------------|
| MYO5A_Human_exon30_F    | AGCACAAGCATACATTGGTTTGA |
| MYO5A_Human_exon32_R    | TGCTGTCGGTTGTTCTCCTC    |
| PDLIM5_Human_exon4_F    | AGCATCTGCTGCACCCAAG     |
| PDLIM5_Human_exon6_R    | CTTGGACGCCAGTCTTCAGT    |
| RAPGEF6_Human_exon21_F  | TCTGCTAACATGGACCCAGC    |
| RAPGEF6_Human_exon22_R  | TGCCATTTGGGCATCCTCAT    |
| SGCE_Human_exon7_F      | GCAGTGGCACTGGTCCTTTTT   |
| SORBS2_Human_exon12_F   | AGAACTGGAGTTTGGACGCC    |
| SORBS2_Human_exon15_R   | GTGCTTGATCCTGGGAGGTC    |
| <b>Primers for qPCR</b> |                         |
| NOVA2_Human_FOR         | CAGCTTTATTGCCGAGAAGG    |
| NOVA2_Human_REV         | ACCCATGCTCCTGACTGTTC    |
| Nova2_mouse_FOR         | TGCTGTCCACAGCTTTATCG    |
| Nova2_mouse_REV         | GCTCCTCCCTTACCGATGAT    |
| GAPDH_FOR               | TCAAGAAGGTGGTGAAGCAGG   |
| GAPDH_REV               | ACCAGGAAATGAGCTTGACAAA  |
| Ubb_FOR                 | CCGGCAAGCAGCTAGAAGAT    |
| Ubb_REV                 | ATTGGGGCAAGTGGCTAGAG    |

How the deposited data were processed for this re-analysis (not part of the article)

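RNA-seq was analysed for 4 libraries of mouse ECs, 2 carrying the empty HA vector (control replicates 1 and 2) and 2 overexpressing HA-tagged NOVA2 (NOVA2-overexpressing replicates 1 and 2). The authors sequenced them on the HiSeq2500 platform and ran vast-tools on the mm9 assembly. The deposited table, made by the authors, holds for every event and library a percent, the PSI, and a quality string with a coverage score and the inclusion and exclusion reads after the mappability correction of vast-tools. It also holds the score of change, the dPSI, which the authors took between the group means in percentage points. The table was filtered by the authors on a difference of more than 5 points between every library of one group and every library of the other, and events that did not change are not used here. For 12 further columns of values per sample, of samples that are not part of the comparison, no use was made.

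Groups were compared as NOVA2-overexpressing against control ECs. Events were counted by the paper's rule, an absolute dPSI of at least 10 points, and by class. Cassette exons were the classes S, C1, C2, C3, MIC and ANN of vast-tools. The reads behind the deposited events summed to 124374 and 155864 in control replicates 1 and 2 and to 193436 and 182795 in NOVA2-overexpressing replicates 1 and 2. The score VLOW was given to 227, 126, 61 and 82 of the 1075 events in the same order, so the control libraries were the shallower ones. The 95% Wilson interval of a PSI came from scipy and covers counting error only, since PCR copies were not told apart. Wilson intervals, Fisher's exact test and the binomial simulations take the rounded corrected reads as counts, although corrected reads are not raw counts. For a PSI of 0 or 100%, the limit given is the share that 3 reads would make.

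limma 3.58.1 in R 4.3.3 was fitted to the log2 ratio of inclusion to exclusion reads with a pseudocount of 0.5 and precision weights from the read numbers, and its p was adjusted by Benjamini-Hochberg over all deposited events. On 1075 simulated events without selection, of which 200 changed by a log2 odds of 2, limma recovered 47.5% of the changed events and called 8 of 875 unchanged ones. In a second simulation, unchanged events were drawn by binomial sampling at the reads of each event and kept only where they passed the authors' rule on replicates. limma called 92 to 95.4% of these over 20 sets, and for this reason the p of single events is from Fisher's exact test on the summed reads. Fisher's exact test had been set among the alternatives before the data were examined, and its use for single events was decided after that simulation. Fisher's exact test placed 20.3 to 24.4% of the same events at or below the largest unadjusted p called in the deposited table.

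The sequence of mm9 and the matching annotation (NCBIM37) were used for the motif counts and exon positions. As a check of build and strand, 548 cassette exons were set on the sequence, and 545 were preceded by AG, 543 followed by GT and 5 by GC. Permutation tests used 100000 permutations. Functional terms were not tested for enrichment, because a background of unchanged genes was not used here, and their genes were taken from Tables S2 and S3. Values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9.

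The genes named are the 7 selected by the paper and others that it names, the 5 largest increases and 5 largest decreases of PSI among events with an absolute dPSI of at least 10, an adjusted p under 0.05 from limma and a score of LOW or better in every library, and the 3 events with the largest absolute dPSI in each term. Genes outside this rule are named as chosen after their values were seen. In all, 129 alternatives were set before the data were examined. They changed the pseudocount, the weights, the scale, the test, a block for replicate number, the coverage filter, the junction balance of introns and exons, the number of events per gene, the way replicates were joined, the dPSI thresholds, the distance between replicates and the window for motifs, and left out each library in turn. Those added later are limma with a lower limit on the variance, the restriction to events passing Fisher's exact test, the share of higher events without alternative splice sites, and the comparison with annotated skipped exons under the filters and thresholds.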

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

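The tests on YCAY motifs and on sampling noise in this part were chosen after the result was seen. The deposited table holds 504 events with an absolute dPSI between 5 and 10 points, which had passed the authors' rule on replicates but not the threshold of 10, and which the paper leaves aside except for 2 that its Table S1 lists as shared with depletion. They were singled out because a signal appeared in data that the paper for the most part leaves aside. Of these, 226 had an adjusted p under 0.05 in Fisher's exact test on the reads, 124 with higher and 102 with lower PSI in NOVA2-overexpressing ECs. The higher ones include Alt3 and Alt5 events, which are listed only with a higher PSI. Cassette exons alone had the reverse balance, with 53 higher and 96 lower. The 226 events lay in 213 genes, of which 183 had no event past 10 points. The smallest p in that test among events scored LOW or better belonged to an exon of Igf2bp2, chosen after its values were seen, whose PSI fell by 8.29 points on 2129 to 2758 reads per library.

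Of the 504 events 44.8% were called, while 11.8% of all simulated unchanged events in this range that passed the rule lay at or below the same unadjusted p. Simulated events pass more often where reads are few, so that this comparison mixes depths, and events were also compared at their own reads. Of the 398 events that passed in at least 10 of 2000 simulations without a change, 30.2% were called, against 26.0% expected, the share of simulated unchanged events passing the rule at the same reads that lay at or below the same unadjusted p (exact binomial test, p = 0.0672). The other 106 were all called, but so were 96.4% of the 274 simulated unchanged events that passed at the reads of 64 of them, and at the reads of the remaining 42 none passed. At matched reads the share past the test thus leaves noise open. Sampling noise as the cause of all of them is argued against by 17 events, Igf2bp2 among them, whose exact chance to pass the rule without a change at their reads was below 1 in 1000000. The median chance in this range was 2.58%, and the number of events the authors screened is not used here, so noise stays open for most of the others. For the 278 events with an adjusted p of 0.05 or more, noise and a small change cannot be told apart at these read numbers. NOVA2 overexpression is the condition that differs between the groups. A link to its motif was tested upstream of the cassette exons of this range only, and the exon and downstream windows were not tested here. Exons with higher PSI differed from those with lower PSI by -0.251 YCAY per 100 nt upstream (n = 94 and 160, two-sided permutation test, p = 0.0857), which leaves the link open. Fisher's exact test does not include the variation between cultures, and with 2 libraries per group a difference between cultures that is unrelated to NOVA2 also stays open.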

How the results depend on the processing

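The number of events with an absolute dPSI of at least 10, 571, became 312 among events scored OK or better in all 4 libraries, 1075 at a threshold of 5 points, 191 at 15 points, 217 with replicates of the 2 groups at least 10 points apart and 376 with an adjusted p under 0.05 in Fisher's exact test, the last an alternative chosen after seeing the data. Each of these follows from the number of events the setting admits. The share of cassette exons, 51.0%, moved to 58.6% with a score of LOW or better, 62.2% with OK or better, 57.1% with at least 20 reads in every library, 55.3% with introns of balanced junctions, 41.5% with exons of balanced junctions, 49.9% with 1 event per gene, 51.7% with the authors' merged PSI, 51.5% with summed reads, 48.2% at 15 points, 57.1% with replicates 10 points apart and 62.8% after Fisher's exact test. It ranged from 48.9 to 53.5% across the 4 fits that each left out 1 library. The junction filters remove events of a single class by construction, and the cause of the other shifts was not tested.

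The share of events with higher PSI, 62.2%, was 56.4% with OK or better, 58.6% with at least 20 reads, 56.0% at 15 points, 58.1% with replicates 10 points apart and 54.3% after Fisher's exact test, 51.6% without alternative splice sites, also chosen after seeing the data, and from 60.4 to 64.6% with each library left out. The alternative splice sites all rose as listed, which accounts for the lower share without them, and the cause of the others was not tested.

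The number of events with an adjusted p under 0.05, 954 with limma, was 602 with Fisher's exact test and 6 with quasi-binomial regression, where 452 had an unadjusted p under 0.05. It was 79 with limma's variance kept at or above the binomial sampling variance, chosen after seeing the data, and there the balance of directions turned, with 15 higher and 64 lower against 568 and 386 with limma. Alternative splice sites, listed only with a higher PSI, add to limma's higher side, and the turn was not split by class. The number was 628 among events scored OK or better, where fewer events were tested. A block for replicate number gave 863, and the deviations of same-numbered libraries were uncorrelated across events, which are not independent replicates (r = 0.00454 on the log2 odds).

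Cassette exons with higher PSI had more YCAY downstream under each alternative run, but the adjusted permutation p of this difference was above 0.05 with windows of 100 nt (difference 0.397, p = 0.0776), at a threshold of 5 points (0.208, p = 0.111) and for exons past Fisher's exact test (0.406, p = 0.0535, chosen after seeing the data). With each library left out it ranged from 0.265 to 0.531, and the difference within the exon from -1.01 to -0.882. The upstream and exon differences kept their side of the threshold in the alternatives run. The length difference between exons with higher and lower PSI, -4.50 nt, was -49 nt at 15 points, with a permutation p of 0.0233, and from -8 to -3.50 nt with each library left out. No other setting tested gave a permutation p under 0.05 for it. The odds ratio of cassette exons against introns in direction ranged from 0.113 to 0.198 with each library left out, and was 0.0551 with OK or better and 0.0789 with LOW or better. The share of exons a multiple of 3 nt long ranged from 56.5 to 58.6% with each library left out. That share was 52.6% at a threshold of 5 points, 63.9% with OK or better and 67.4% at 15 points. At 5 points it was no longer beyond that of annotated skipped exons (Fisher's exact test, p = 0.129). The causes were not tested.

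Another 29 values of functional terms moved by more than the spread between replicates, and 7 became weaker, which are the selected events under quasi-binomial regression. The remaining 93 values of the results above were not counted as moved, and those with a p kept their side of the threshold. Not all of the counts among them stayed within the spread between replicates. The number of events past 10 points, with an SD of 38.9 between replicate pairs, fell from 571 to 403 with LOW or better. It was 473 with at least 20 reads, 479 with exons of balanced junctions and 489 with 1 event per gene. The 954 events from limma became 791 and 757 in the last 2 of these settings. Depth limits the events with a VLOW library most, since 35.1% of them passed Fisher's exact test.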

Differences from the paper's values

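RT-PCR is another assay than RNA-seq, and the paper's RT-PCR values here are differences in inclusion between NOVA2-overexpressing and control ECs, in points, read by eye from Fig. 1B. The paper's value for Arhgef12 was about -61 in Fig. 1B, against a dPSI of -17.3 from the RNA-seq libraries. For Mtss1 the paper's was about -29 in Fig. 1B against -18.4, and for Myo5a about -28 in Fig. 1B against -22.8. For Rapgef6 the paper's was about 55 in Fig. 1B against 17.8, for Sgce about -40 in Fig. 1B against -13.2 and for Sorbs2 about -42 in Fig. 1B against -15.5. The directions of these events were the same in both assays. None of the alternatives set before the data were examined closed any of these gaps, neither the authors' merged PSI, nor summed reads, nor leaving out each library in turn. Pdlim5, the other selected event, was not counted as a difference. On the scale of its proximal site the paper's value was about -27 in Fig. 1B against -23.6.

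The paper's comparison with gene sets in Table S2 gives 482 genes, and 489 gene names with an absolute dPSI of at least 10 were found in the deposited table. Among the events that Table S1 lists as shared with NOVA2 depletion, 2 had the opposite sign in the overexpression libraries. An intron of Sh3pxd2a, which the paper lists as lower and as a cassette exon, rose by 7.50 points at the listed coordinates, while an exon of the same gene had a dPSI of -28.3. An Alt5 site of Itpr1, which the paper lists as lower, rose by 21.0 points. The intron of Sh3pxd2a and an exon of Abca4, with a dPSI of -7.80, are listed as shared but lie under the paper's threshold of 10 points. These features were chosen after their values were seen. The legend of Table S3 describes its Helicobacter pylori set as genes that rise upon infection, while the set's own description in the table is of genes higher in control AGS cells than with the lipopolysaccharide.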

Other observations

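The test on the listing of alternative splice sites was chosen after the result was seen. Retained introns rose in NOVA2-overexpressing ECs more often than they fell, with 78.1% higher among those with an absolute dPSI of at least 10. Noise at low coverage is argued against by introns scored OK or better in all 4 libraries, of which 90.1% rose (64 of 71, exact binomial test against an even split, p = 1.26e-12). Reads at 1 end of the intron only are argued against by introns with balanced ends, of which 82.7% rose (91 of 110, exact binomial test, p = 1.87e-12). A difference in depth stays open, because only 12 introns had fewer reads in the NOVA2-overexpressing libraries, of which 66.7% rose (exact binomial test, p = 0.388). More unspliced RNA or genomic DNA in the NOVA2-overexpressing libraries cannot be told apart from regulation either. While 21 introns fell with an adjusted p under 0.05 in Fisher's exact test, the deposited events were chosen for a change, and introns that did not change were not used here. An effect of NOVA2 on these introns is therefore an open explanation.

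Each alternative 3′ and 5′ splice site event had a higher PSI. A candidate explanation is that 1 site of each event was listed, the one that rose, since 1 event of 214 was listed with more than 1 site.

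Across cassette exons, the position of YCAY motifs went with the direction of the change. Exons with higher PSI differed from those with lower PSI by -0.893 YCAY per 100 nt upstream, by -0.887 within the exon and by 0.371 downstream. Pyrimidine content as the cause is argued against downstream by the control motif YGAY, which differed by -0.0131. After a linear correction for the shares of C and T in each window, the differences were -0.653 upstream, -0.663 within the exon and 0.369 downstream. Their adjusted permutation p values were 6e-05, 0.00141 and 0.00947, so the shares of C and T are not the whole cause. The balance of A and G was not corrected for, so base composition in general stays open. The values are consistent with direct action of NOVA2 that depends on position, as a hypothesis. Binding itself was not tested, and the downstream difference is the least firm of these.

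Of the 291 cassette exons, 166 were a multiple of 3 nt long, or 57.0% (exact binomial test against 1 in 3, p = 1.46e-16). Annotated coding exons that another transcript skips had this length in 49.3% of cases, and the regulated exons exceeded them (Fisher's exact test, p = 0.00917). Under the alternatives run on this comparison, chosen after seeing the data, the p of Fisher's exact test was 0.00261 or lower except at a dPSI threshold of 5 points, where the share was 52.6% and the regulated exons were not detectably different (p = 0.129). A general property of skipped exons may therefore account for much of the excess over 1 in 3. At an absolute dPSI of at least 10 the regulated exons exceeded the annotated skipped exons as a set, which does not extend to the smaller changes. The annotated exons were not limited to exons that are alternatively spliced in these cells, and the regulated exons were not limited to coding exons. A general property of alternatively spliced exons therefore stays open as the cause. Among all annotated internal coding exons the share was 41.0%.

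At an absolute dPSI of at least 10, the median length did not differ detectably between cassette exons with higher and lower PSI (94 and 98.5 nt, two-sided permutation test, p = 0.596). At a threshold of 15 points the exons with higher PSI were shorter, with a difference of -49 nt (permutation test, p = 0.0233). That p is not adjusted for the number of settings. The other settings tested gave permutation p values from 0.251 to 0.6645, so this difference is weak evidence.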
